# A Young *Drosophila* Duplicate Gene Plays Essential Roles in Spermatogenesis by Regulating Several Y-Linked Male Fertility Genes

**DOI:** 10.1371/journal.pgen.1001255

**Published:** 2010-12-23

**Authors:** Yun Ding, Li Zhao, Shuang Yang, Yu Jiang, Yuan Chen, Ruoping Zhao, Yue Zhang, Guojie Zhang, Yang Dong, Haijing Yu, Qi Zhou, Wen Wang

## Abstract

Gene duplication is supposed to be the major source for genetic innovations. However, how a new duplicate gene acquires functions by integrating into a pathway and results in adaptively important phenotypes has remained largely unknown. Here, we investigated the biological roles and the underlying molecular mechanism of the young *kep1* gene family in the *Drosophila melanogaster* species subgroup to understand the origin and evolution of new genes with new functions. Sequence and expression analysis demonstrates that one of the new duplicates, *nsr* (*novel spermatogenesis regulator*), exhibits positive selection signals and novel subcellular localization pattern. Targeted mutagenesis and whole-transcriptome sequencing analysis provide evidence that *nsr* is required for male reproduction associated with sperm individualization, coiling, and structural integrity of the sperm axoneme via regulation of several Y chromosome fertility genes post-transcriptionally. The absence of *nsr*-like expression pattern and the presence of the corresponding *cis*-regulatory elements of the parental gene *kep1* in the pre-duplication species *Drosophila yakuba* indicate that *kep1* might not be ancestrally required for male functions and that *nsr* possibly has experienced the neofunctionalization process, facilitated by changes of *trans*-regulatory repertories. These findings not only present a comprehensive picture about the evolution of a new duplicate gene but also show that recently originated duplicate genes can acquire multiple biological roles and establish novel functional pathways by regulating essential genes.

## Author Summary

Gene duplication has long been appreciated as a major source for new genes and new functions. Nevertheless, it is still a fascinating mystery how new duplicate genes are functionally integrated into the existing gene network and how they contribute to the novel functions of organisms at the pathway level. By studying the recently originated *kep1* gene family in *Drosophila melanogaster*, we show that one of the young duplicate genes, *nsr*, has evolved important biological functions associated with male reproduction by regulating several essential fertility genes in the short evolutionary period after its birth. The evolutionary dynamics, biological roles, and the underlying molecular mechanism of *nsr* revealed in this study present a vivid and comprehensive example of how new genes acquire important biological functions and demonstrate that recently originated new genes can regulate pre-existing essential genes and create novel architectures of genetic pathways.

## Introduction

Gene duplication is a fundamental evolutionary process and provides a major source for genetic novelties [1]–[3]. The usual fate of a gene duplicate is pseudogenization, but some duplicates can fortuitously survive through neofunctionalization, in which one copy retains its ancestral function while the other copy acquires a novel function, or subfunctionalization, in which the duplicate and the ancestral copies subdivide the ancestral functions [4], [5]. The two processes, especially neofunctionalization, should have contributed greatly to the biological diversity by providing genetic innovations.

However, how a new duplicate gene acquires functions by integrating into a pathway and results in adaptively important phenotypes has remained largely unknown. Studying the recently originated young genes could be a very informative way to illustrate these processes, as genes at the early stage of evolution should have retained their original features well, which could have changed with time [3]. Currently, a number of young duplicate genes with potential biological functions have been reported [6]–[13]. Among them, three young *Drosophila* duplicate genes, arisen by retroposition, were reported to have male-related functions: *K81* was proposed to be a testes-expressed paternal effect gene [6], *mojoless* is required for male germline survival [7], and *sphinx* is an RNA-coding gene responsible for male courtship behavior [8], [14]. Nevertheless, little is known about how these young duplicate genes have been integrated into the molecular pathways and thereby have realized their functions in the host species.

In this study, we systematically characterized a young *Drosophila* gene of the *kep1* gene family, which originated recently in the *Drosophila melanogaster* (*D. melanogaster*) species complex (including *D. melanogaster*, *D. simulans*, *D. mauritiana,* and *D. sechellia*) about 5.4–12.8 million years ago through the duplications of the *kep1* gene locus, mediated by the transposon DNAREP1_DM [15]. We performed a comprehensive investigation of its functions within an evolutionary context and successfully revealed its biological roles as well as the underlying molecular mechanism. The results shed novel light on the functional origin of new genes at the pathway level.

## Results

### Evolutionary Analysis of the *kep1* Gene Family

There are 7 members in the *kep1* gene family, and their phylogenetic distributions are illustrated in Figure 1A. The parental gene *kep1* is present in all *Drosophila* species. Through the duplications of the *kep1* gene locus, the new genes *nsr* (*novel spermatogenesis regulator*, *CG3875*), *CG3927*, *CR9337,* and *CG4021* originated in the common ancestor of the *D. melanogaster* species complex, and *CR9337-r* and *CR33318* occurred after the sibling species in the complex diverged [15]. In this study, we focused on the intact new duplicates *nsr*, *CG3927,* and *CG4021* in *D. melanogaster*, in which the genetic manipulations are feasible.

**Figure 1:**
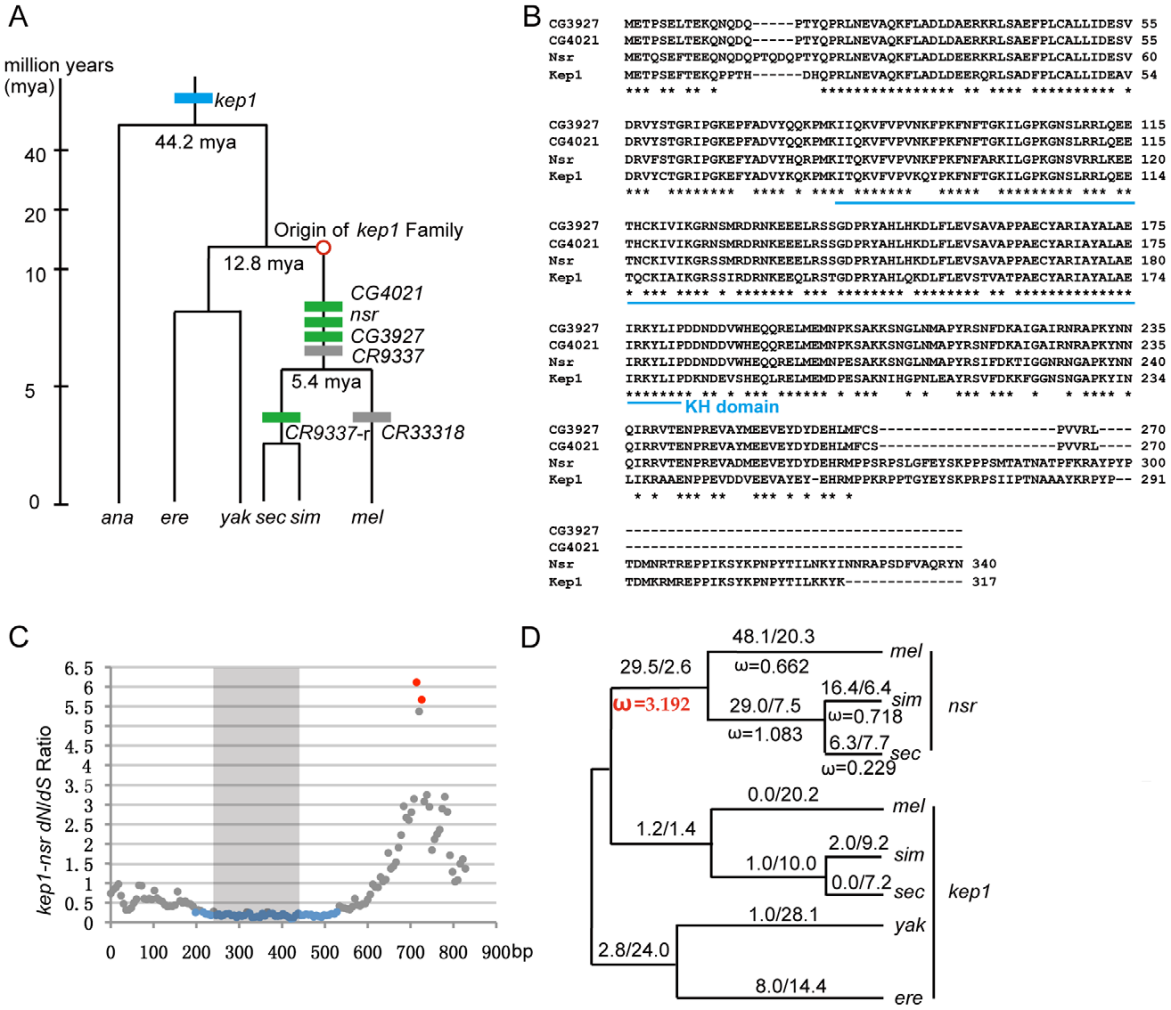
Evolutionary analysis of *kep1* family. (A) Origination events of the newly originated *kep1* gene family. The phylogeny of the *Drosophila* species and the divergence time are indicated [18]. On the phylogenetic tree, the blue box represents the parental gene *kep1*, and green and grey boxes represent the intact new genes and pseudogenes of the *kep1* family, respectively. The approximate starting point of the origination of the *kep1* family is depicted as a red circle. (B) Multiple alignments for protein sequences of *kep1* family genes in *D. melanogaster*. The asterisks denote the positions of identical amino acids. The blue line under the alignment shows the KH RNA-binding domain. (C) Distribution of *dN*/*dS* throughout the *kep1*-*nsr* pair. With 120-bp windows and 6-bp slides, *dN*/*dS* ratios were estimated using the maximum likelihood method [53] and plotted. Blue and red spots represent *dN*/*dS* ratios that are statistically significantly lower and higher than the neutral expectation (*p-*value <0.05, two-tailed Fisher's exact test), respectively. Regions embedded in the KH domain, as depicted by the grey block, are enriched with signals of purifying selection. (D) Likelihood values of nucleotide substitutions for *nsr* in *Drosophila* lineages. Numbers of nonsynonymous and synonymous substitutions for the entire coding sequences are labeled above the lineages, and *ω* values (*dN*/*dS*) are labeled beneath the lineages. A *ω* value representing the lineage that shows significant evidence of positive selection is highlighted in red. Abbreviations: *D. melanogaster* (*mel*); *D. simulans* (*sim*); *D. sechellia* (*sec*); *D. yakuba* (*yak*); *D. erecta* (*ere*), and *D. ananassae* (*ana*).

The *kep1* family copies are located dispersedly on the second chromosome. *D. melanogaster kep1* is a pre-mRNA splicing factor, influencing female fertility, eye development, and immune responses to bacterial infection [16]. Consistent with that, the coding sequences of *kep1* are conserved throughout the *Drosophila* phylogeny (Table S1). Multiple alignments of the protein sequences of *kep1* family members show that the three intact new genes have a well-retained KH RNA-binding domain but possess highly diverged C-termini (Figure 1B). By sliding window analysis, the ratio of nonsynonymous changes (*dN*) over synonymous changes (*dS*) for each *kep1*-new gene pair was estimated and tested for selection. For all gene pairs, significant purifying selection signals are enriched in the KH domain region (Figure 1C and Figure S1A), revealing functional constraint on the new genes. Most interestingly, the C-termini between the *kep1*-*nsr* pair shows significant positive selection signal (*dN*/*dS*  = 6.11, *p*-value <0.05) (Figure 1C), which probably arose from accelerated evolution in the *nsr* as a result of adaptive evolution.

We analyzed the evolutionary patterns along the phylogenetic branches for *nsr* (Figure 1D), *CG3927,* and *CG4021* (Figure S1B), based on the maximum likelihood estimates of *ω* values (*dN*/*dS*) [17]. If we assume that the duplication events happened when *D. melanogaster* and *D. yakuba* diverged 7.4 million years ago [18], even using the most conservative estimate of the synonymous substitution rate for *Drosophila* [19]–[21], 24.3, 17.9, and 22.6 synonymous substitutions are expected to occur in the ancestral lineage of the *D. melanogaster* species complex for *nsr*, *CG3927,* and *CG4021*, respectively. These numbers are far beyond our observations, which are 2.6 for *nsr*, 0 for *CG3927,* and 9.3 for *CG4021* (Figure 1D and Figure S1B). Therefore, the three new duplicate copies must have originated very late in the ancestral lineage, probably close to the split point of the sibling species in the *D. melanogaster* species complex. In the ancestral lineage, there are many nonsynonymous substitutions in the new genes, and the estimated *ω* values are 3.192 for *nsr* (Figure 1D), infinite for *CG3927* (there are no synonymous mutations), and 1.149 for *CG4021* (Figure S1B), in which the ones for *nsr* and *CG3927* are significantly larger than the neutral expectation (Table S2), indicating that positive selection should have shaped the two new genes, especially *nsr*. On the branches leading to individual species, the *ω* values decline, possibly because the new genes might have evolved functions that are under selective constraint.

### Tissue-Specific Expression and Subcellular Localization of New Duplicate Genes in the *kep1* Family

In *D. melanogaster*, the *kep1* copy is ubiquitously expressed [22], but the new duplicate copies display a male-specific expression pattern, according to our RT-PCR results (Figure S2A). To provide clues for the biological functions of new *kep1* family genes, GFP was fused to the coding sequences of each gene to designate their detailed expression patterns in *D. melanogaster* (Figure S2B). Since the uniform male-specific expression pattern for all of the new duplicate genes is more likely a consequence of a shared regulatory region rather than independently evolved genetic mutations, we used the homologous upstream regulatory sequences of all *kep1* family genes as the driving promoter (Figure S2D). As expected, the shared regulatory region is sufficient to drive similar male-specific expression for each of the GFP-tagged *kep1* family proteins, which are unexceptionally enriched in the primary spermatocytes of testes (Figure 2A–2D). Previous large-scale profiling of gene expression patterns in *D. melanogaster* testes demonstrated that all *kep1* family genes showed a high level of mitosis and meiosis expression, followed by much-reduced post-meiosis expression [23]. This result is consistent with our observation and also suggests that the *kep1* family genes may be expressed in the spermatogonial stage as well.

**Figure 2:**
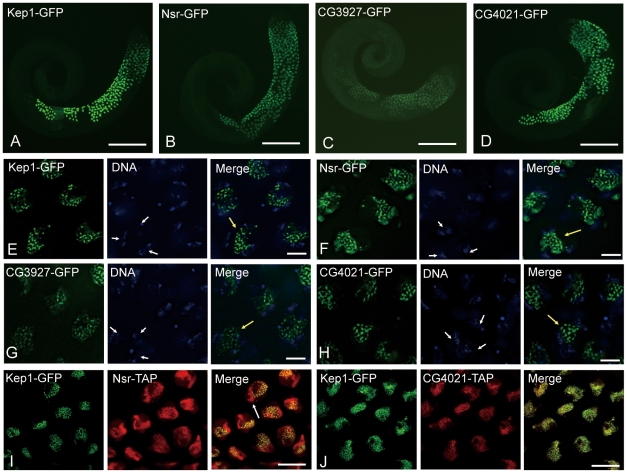
Expression analysis of *kep1* family proteins by GFP transgene in *D. melanogaster*. (A–D) Low-magnification fluorescent images of transgenic GFP-fused Kep1 (A), Nsr (B), CG3927 (C), and CG4021 (D) proteins (green) in testes of *D. melanogaster* strain *w1118*. All of the *kep1* family genes are enriched in the primary spermatocytes. (E–H) High-magnification fluorescent images of transgenic GFP-fused Kep1 (E), Nsr (F), CG3927 (G), and CG4021 (H) proteins in the primary spermatocytes. Proteins of *kep1* family genes are located in the nuclear regions of the primary spermatocytes, which are distinguishable from the three diffusely staining nuclear regions (three white arrows), corresponding to the three main chromosome bivalents. Note that all *kep1* family proteins are distributed in speckles (yellow arrow). (I and J) Comparisons of subcellular localization between Kep1 and new gene proteins. Kep1 is tagged with GFP (green); while Nsr and CG4021 are tagged with TAP (red), respectively. Nsr protein shows a wider expression region than Kep1 protein (arrow) (I), and CG4021 protein is completely co-localized with Kep1 protein (J). Scale bars: 200 µm for A–D; 10 µm for E–H; 50 µm for I and J.

In the primary spermatocytes, *kep1* family proteins are localized in a specked nuclear pattern (Figure 2E–2H), a highly diagnostic feature for spliceosomal components [24], [25]. Considering that *D. melanogaster kep1* is a splicing factor responsible for the alternative splicing of the *Drosophila* caspase molecule *dredd* [16], the observation above led us to speculate that new *kep1* family genes might regulate the pre-mRNA processing of genes required for spermatogenesis and sperm function.

Evolution of novel subcellular localization after duplication is thought to be an important evolutionary mechanism for the origins of genes with novel functions [26]. Though both are distributed in punctuate nuclear structures of primary spermatocytes, the localization of Nsr protein is much broader than the Kep1 protein (Figure 2I). RNase A treatment of testes could lead to the ectopic accumulation and dispersal of GFP-tagged Nsr protein (Figure S2E, S2F, S2G, 2H), indicating that the Nsr protein is localized in an RNA-dependent manner, and its expanded nuclear localization might imply a novel RNA-binding property. CG4021 protein is localized, completely overlapping with the Kep1 protein, in primary spermatocyte nuclei (Figure 2J), and CG3927 protein was found to have a lack of a significant fluorescent signal for the comparison.

### Loss-of-Function Analysis for the *kep1* Family Genes

To comprehensively understand the biological functions of the *kep1* family genes, we have generated null mutants for all four intact gene copies in *D. melanogaster* by either gene targeting knockout [27] or imprecise *P*-element excision [28] (Figure 3A and 3B). The wild-type (WT) control flies of the mutants are WT recombinants created by targeted mutagenesis or precisely excised strains of *P*-element excision, for the sake of an identical genetic background between the mutant and the WT flies. The null males of *nsr* display significantly reduced fecundity when compared to the WT males (*p*-value <0.001, Mann-Whitney U test) (Figure 3C). This phenotype can be fully restored by introducing the genomic sequences of *nsr* back into the genome (Figure 3C). Heterozygous flies of *nsr* mutants are equally fertile as the WT flies (Figure 3C). We found that the sperm storage tissue (seminal vesicle) of *nsr* male mutants was empty or contained little sperm, if any (Figure 4A and 4B). During *D. melanogaster* spermatogenesis, germ cells from gonial precursors differentiate into cysts of 64 syncytial spermatids, which will undergo an actin-based individualization process, in which a bulk of unneeded cytoplasm is eliminated from the spermatids through remodeling of the cyst membrane. Extrusion of the cytoplasm along sperm bundles can form visible cystic bulges, which will migrate to the distal ends and are detached as waste bags. An actin structure, termed the “investment cone (IC),” is formed at the site where each spermatid develops its own membrane [29], [30]. We labeled the sperm bundles together with the cystic bulges and waste bags with GFP under control of the *don juan* (*dj*) gene promoter [31], and the ICs are visualized by FITC-conjugated phalloidin. The testis of *nsr* mutant male contains comparable amounts of spermatids as their WT controls; however, the structures of cystic bulges and waste bags are largely absent (Figure 4C and 4D). In WT flies, ICs in the same cyst move coordinately in clusters (Figure 4E), while they are scattered along the sperm bundles in the *nsr* mutants (Figure 4F). The phenotypes above are typical features of an impaired individualization process [30]. Electron microscopy examination further confirmed that the spermatids of *nsr* mutants are unindividualized, with substantial amounts of residual cytoplasm (Figure 4G and 4H). As the final step of spermatogenesis, the spermatids are assembled by coiling at the base of the testis to facilitate their transport into seminal vesicles [29]. Under a phase-contrast microscope, the sperm bundles of *nsr* mutants are twisted at the distal ends of testis, instead of regular coiling (Figure 4I and 4J). Therefore, *nsr* is functionally involved in both sperm individualization and coiling.

**Figure 3:**
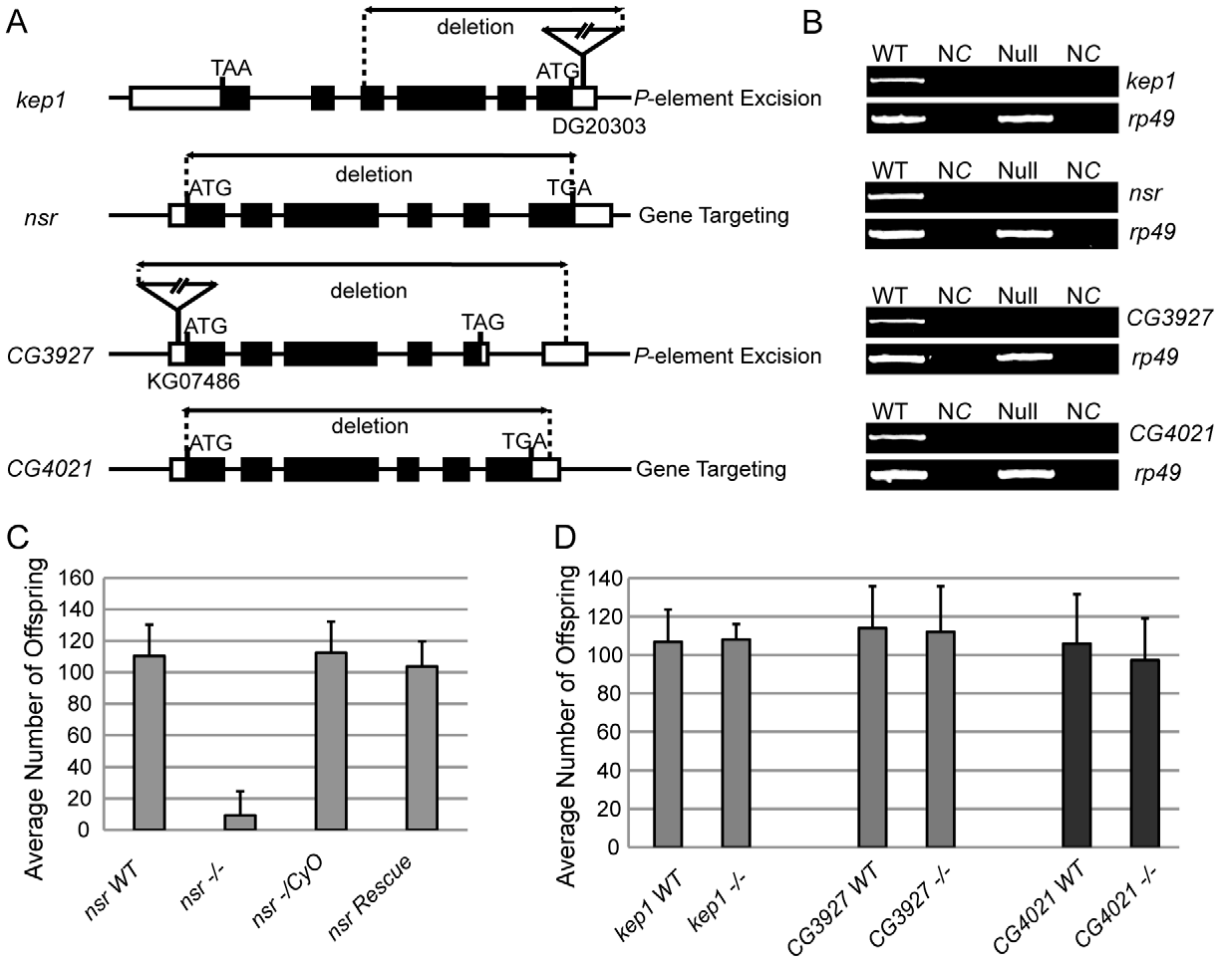
Generation of null mutants for each *kep1* family gene and the male fertility test. (A) Schematic maps of mutant alleles of *kep1* family genes generated by *P*-element excision or targeted mutagenesis. The exons (black block), start codon (ATG), stop codon (TAA/TGA/TAG), and deleted genomic regions are indicated. For *kep1* and *CG4021*, the *P*-element insertion for further excision is shown by a triangle, with a Bloomington stock number given underneath. (B) RT-PCR examination of null mutants (Null) for each *kep1* family gene relative to WT flies (WT). Negative control (NC) is the reaction without reverse transcriptase, and the expression of *rp49* is used as internal control. (C) Fertility test for *nsr* WT and mutant males. *nsr WT*: WT controls with identical genetic background with *nsr* mutants; *nsr -/-*: homozygous *nsr* mutants; *nsr -/CyO*: heterozygous *nsr* mutants; *nsr Rescue*: flies with a copy of WT *nsr* transgene in the *nsr* mutant background. Error bars indicate standard deviation. (D) Fertility test for *kep1*, *CG3927,* and *CG4021* WT and mutant (-/-) males. Error bars indicate standard deviation.

**Figure 4:**
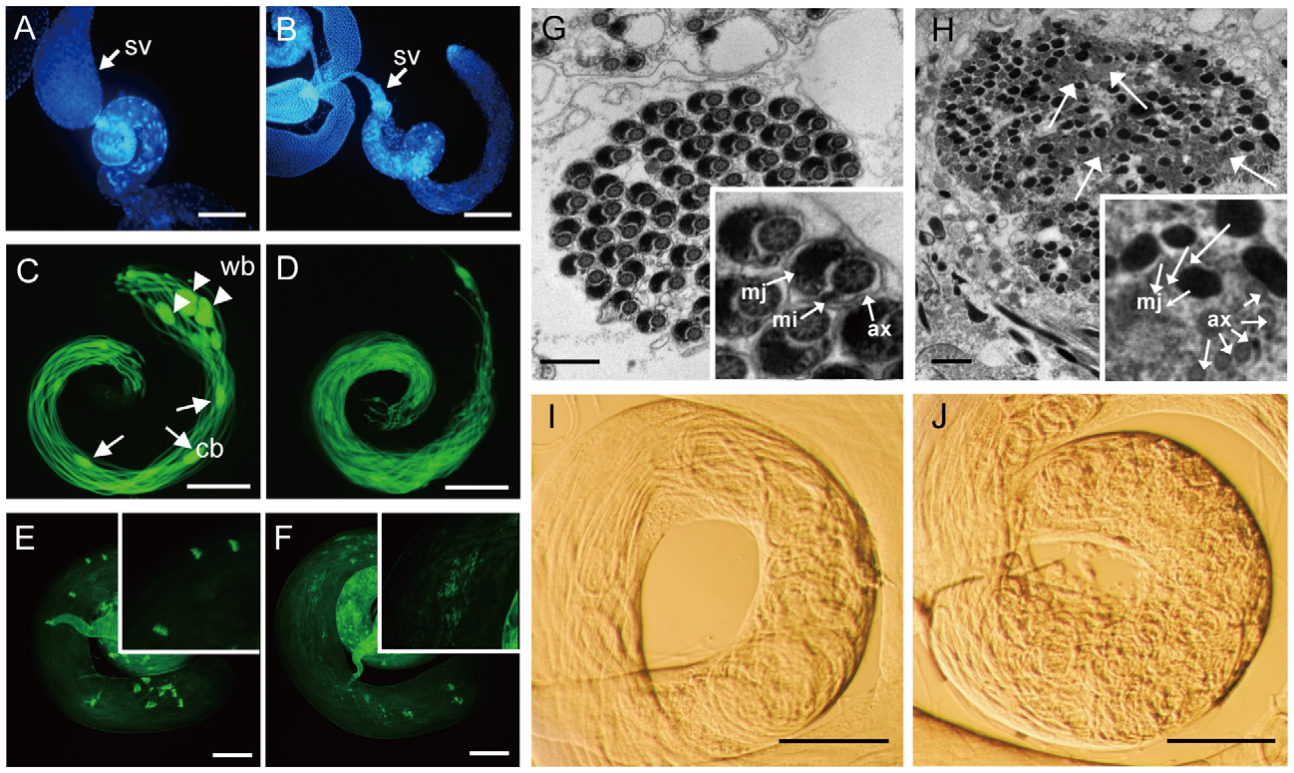
Morphological characterization of *nsr* mutants. (A and B) Seminal vesicles (sv) from *nsr* WT (A) and mutant males (B) stained by Hoechst 33342. A shriveled seminal vesicle was observed in *nsr* mutants. (C and D) *dj*-GFP labeled elongated spermatids from WT and *nsr* mutant testes. The elongated spermatids from WT testis (C) are tightly organized in bundles with visible cystic bulges (cb) (arrowhead) and waste bags (wb) (arrow). In contrast, the elongated spermatids from *nsr* mutants (D) are much looser; the structures of cb and wb can hardly be observed. (E and F) Phalloidin-stained ICs in testes of WT and *nsr* mutants (inset shows a region at higher magnification). In WT testis, the ICs progress syncytially (E), while the syncytial movement of ICs is abnormal in *nsr* mutant testis (F). (G and H) Electron microscopic images of cyst from WT and *nsr* mutant testes at the late stage of individualization (inset shows a region at higher magnification). Individualized spermatids in WT cyst contain highly ordered organelles, including the major mitochondrial derivative (mj), the minor mitochondrial derivative (mi), and the axoneme (ax) (G), while the spermatid individualization is abolished in the *nsr* mutant cyst, as revealed by excess cytoplasmic remnants (arrow) and poorly assembled organelles (H). (I and J) Testis bases of WT and *nsr* mutant flies under a phase contrast microscope. Unlike regular coiling in the WT flies (I), the spermatids are tangled at the testis base of *nsr* mutant (J). Scale bars: 200 µm for A–D; 100 µm for E and F; 1 µm for G and H.

In contrast, though *kep1* is required for female fertility in *D. melanogaster* [16], no significant difference in male fertility was detected between *kep1* mutant males and their WT controls (Figure 3D). Also, we did not observe reduced fertility (Figure 3D) or other obvious defects for the *CG3927* and *CG4021* mutants. Considering that only *nsr* exhibits a robust signature of positive selection, this result may not be surprising. Either *CG3927* and *CG4021* have not acquired new functions or their phenotypic effects are not strong enough to be detected in our phenotyping assay.

### Requirement of *nsr* for the Integrity of Sperm Axoneme Structure by Regulating Several Y-Linked Male Fertility Genes

Microarray comparison of the transcription profiles between *nsr* WT and mutant testes only identified 14 genes that exhibited at least a 2-fold difference at the expression level, but none of them seemed to be male fertility-related (Table S3). 

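Transcription in testes of *nsr* mutant and WT flies aged 0 to 2 days was measured on GeneChip *Drosophila* Genome 2.0 arrays, 1-colour oligonucleotide arrays on which a set of short probes reports the level of a transcript. There were 2 arrays for each genotype, named here *nsr* mutant 1 and 2 and WT 1 and 2. The methods of the paper give GeneChip One-Cycle labelling, while the sample labels name another amplification and labelling kit, MessageAmp II-Biotin. Neither source says whether the 2 arrays of a genotype came from separate groups of flies, so that p-values measure only the spread between these samples, which may be technical, and the number of arrays limits the precision of every value. The deposited values are linear intensities, 1 for each probe set and array. How the authors combined the probes into these values, and whether the arrays were scaled to each other, is not given in the sources used here. Of the 18952 probe sets, 183 are Affymetrix controls and were left out, and the other 18769 were tested. The probe annotation names a single gene for 13647 of these, several genes for 402 and none for 4720. The median intensity was 12.1 and 14.1 on the mutant arrays and 13.5 and 15.7 on the WT arrays. The highest of the 70 negative control probe sets lay between 5.88 and 8.92 on the 4 arrays, and a probe set was taken as above background where it exceeded the highest negative control of its array. Genotypes were compared with limma on log2(intensity + 16), with the arrays as deposited and Benjamini-Hochberg adjustment over the 18769 probe sets. A fold change on this scale understates the change of a low gene. Where a gene has several probe sets, the one with the highest mean over the 4 arrays stands for it. In simulated arrays of the same number, with spreads drawn from the fit to the real ones, limma called 56 of 100 probe sets changed 2-fold. It called 93 of 100 changed 4-fold, and 14 of the unchanged ones. So many true changes make the adjustment easier to pass, and the simulated arrays had no difference of scale. These shares are therefore not the power of the test on the real arrays.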

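The *nsr* transcript itself fell in the mutant, from an intensity of 551 ± 3.29 (SD, n = 2) in WT testes to 25.4 ± 3.09 (SD, n = 2) in *nsr* mutant testes. The log2 fold change was -3.78 (standard error 0.10, adjusted p = 0.00837 from limma). It was the only probe set of 18769 to pass an adjusted p of 0.05, and 1338 had an unadjusted p under 0.05, against 938 by chance. The null allele removes the gene from shortly after its transcription start into its 3′ UTR, and the position of the probes within *nsr* is not given in the sources used here. In group means 13 probe sets differed at least 2-fold, 3 of them higher and 10 lower in the mutant, and 7 of the 13 report genes of Table S3. *Cpr66Cb*, which encodes a cuticle protein, had an intensity of 24.2 ± 4.64 (SD, n = 2) in the mutant and 165 ± 30.4 (SD, n = 2) in WT. Its log2 fold change of -2.16 (standard error 0.16) did not pass the test (adjusted p = 0.355 from limma). The neuroblast regulator *ana* had 320 ± 34.9 (SD, n = 2) and 945 ± 130.1 (SD, n = 2), a log2 fold change of -1.51 that did not pass either (adjusted p = 0.497 from limma). *CG12661* had 49.0 ± 4.00 (SD, n = 2) in the mutant and was not above the negative controls on either WT array. Its mutant mean was at least 5.56-fold higher, where the dim group is given the highest negative control of each array or its own value, whichever is higher (adjusted p = 0.201 from limma). In these 3 genes both mutant arrays lay on one side of both WT arrays.

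Genes of spermatogenesis were read as lists. Of 18 genes of sperm individualization with a probe set, 21 being listed, none passed the test, over all probe sets or adjusted over the list alone, and their median log2 fold change was -0.17 against -0.06 for all genes (adjusted p = 0.127 from camera, which compares a list with all other genes). Among them *Cul3*, a ubiquitin ligase subunit required for individualization, had a log2 fold change of -0.45 and its inhibitor *soti* 0.39. Of 31 genes expressed in spermatids none passed by either adjustment, with a median of -0.12 (adjusted p = 0.0572 from camera), and in 15 both mutant arrays lay below both WT arrays. Over all probe sets both mutant arrays lay below both WT arrays in 24.9% and above them in 10.2%, against 16.7% given by chance for either side. These shares include probe sets at background, while all 31 spermatid genes were above the negative controls on all 4 arrays. After quantile normalization the median of the spermatid genes was -0.03. The spermatid genes *schuy*, *hale* and *Tektin-A* had log2 fold changes of -0.40, -0.32 and -0.42. Of 16 genes of spermatocytes and meiosis none passed by either adjustment (median 0.05, adjusted p = 0.0572 from camera). Nor did any of 8 axonemal dynein genes off the Y chromosome (median -0.13, adjusted p = 0.701 from camera), which encode heavy chains except for the intermediate chain gene *Sdic1*. The same held for 11 early germline genes (median -0.12, adjusted p = 0.404 from camera) and 9 genes of somatic testis cells (median -0.16, adjusted p = 0.518 from camera). With array medians centred, 2 genes of spermatocytes and meiosis and 1 of individualization passed as higher and 1 spermatid gene as lower, adjusted over the list alone. With the dimmer probe sets left out, 1 spermatid and 1 early germline gene passed as lower, and with a pseudocount of 64 1 spermatid gene did. In the *kep1* family, *nsr* was the 1 of 4 genes to pass, over all probe sets and adjusted over the list alone (list median 0.07, adjusted p = 0.455 from camera). The log2 fold changes of *kep1*, *CG3927* and *CG4021* were 0.20, 0.10 and 0.05, and each of the 3 turned below 0 when a certain array was left out. *Dredd*, which acts in individualization, *dj* and *CstF64* had 0.16, -0.37 and -0.10, and *RpL32*, the *rp49* control of the real-time PCR, had 0.04, or -0.01 without *nsr* mutant 1.

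The *nsr* call ended with a pseudocount of 1 (adjusted p = 0.346 from limma). With any of the 4 arrays left out the *nsr* log2 fold change stayed between -3.70 and -3.85. The call also ended in these fits, where 1 genotype has a single array, so that its loss says little about the fall of *nsr*. The number of called probe sets rose to 111 with array medians centred and to 120 with the dimmer probe sets left out. From the genes of Table S3, the paper states that none past its thresholds appeared to bear on male fertility.

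**Figure D1:**
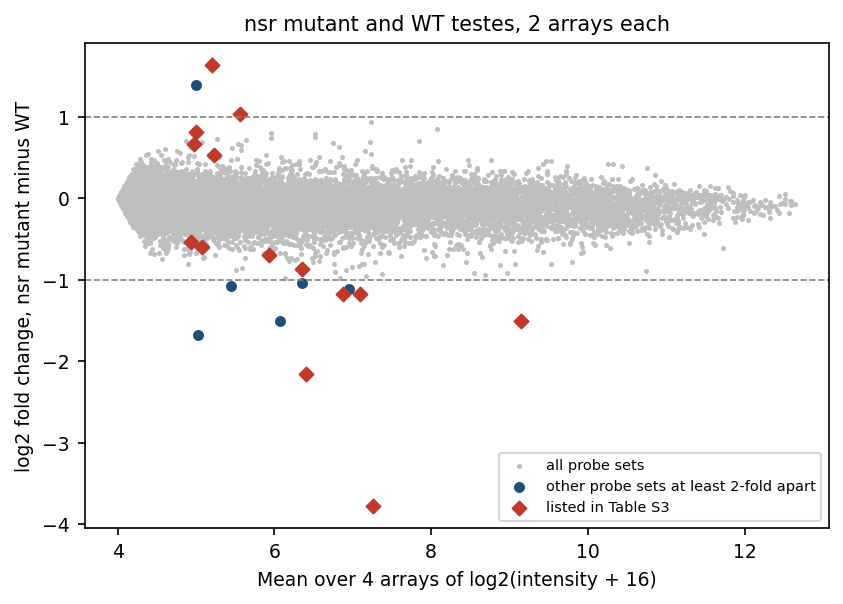
Log2 fold change between *nsr* mutant and WT testes (vertical axis, mutant minus WT) against the mean over 4 arrays of log2(intensity + 16) (horizontal axis), with a point for each probe set, red diamonds for those of Table S3, blue circles for the other 6 at least 2-fold apart and dashed lines at -1 and 1. *nsr* is the lowest point, at -3.78.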

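Of 12 listed Y-linked genes 7 had a probe set of their own, and the other 5 were not analysed here. *kl-2*, *kl-3* and *kl-5*, which encode dynein heavy chains of the sperm axoneme, had WT intensities of 25.7 ± 2.25, 19.1 ± 3.15 and 8.07 ± 2.30 (SD, n = 2 each), and mutant intensities of 14.7 ± 6.99, 10.5 ± 6.77 and 5.94 ± 2.94 (SD, n = 2 each). *kl-2* was above the highest negative control on all 4 arrays, *kl-3* on 3 and *kl-5* on 2. Their log2 fold changes were -0.46, -0.43 and -0.14, with adjusted p = 0.703, 0.730 and 0.886 from limma. The other 2 probe sets of *kl-2* stayed at background on all 4 arrays.

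The 2 Y-linked genes with the largest differences were *ORY* and *Ppr-Y*. *ORY* had 18.6 ± 10.9 (SD, n = 2) in the mutant and 46.0 ± 3.09 (SD, n = 2) in WT (log2 fold change -0.88, adjusted p = 0.690 from limma). *Ppr-Y* had 21.3 ± 14.7 (SD, n = 2) and 48.9 ± 3.25 (SD, n = 2), a log2 fold change of -0.86. *ARY* and *Pp1-Y2*, at mean WT intensities of 105 and 280, had log2 fold changes of -0.42 and -0.09. None of the 7 passed the test, over all probe sets or adjusted over the list alone. The count over the list alone depended on the setting, with 4 of the 7 lower with array medians centred and 5 with the dimmer probe sets left out. It was 2 with an intensity trend in the prior, 2 with the mean of all probe sets of a gene, and 0 with quantile normalization, with loess and with either other pseudocount. Fits without 1 array are left out of these counts, as a single array cannot show the spread of its genotype. Their median log2 fold change was -0.43, and as a list they were lower than other genes by camera with its preset correlation (adjusted p = 0.00256). That call was lost with an estimated correlation (adjusted p = 0.837 with an estimated correlation) and without *nsr* mutant 1 (adjusted p = 0.0834). Camera with an estimated correlation tests on the few degrees of freedom that 4 arrays leave, so that hardly any list could pass it. All 7 had lower values on *nsr* mutant 1 than on *nsr* mutant 2, and against the mean of WT the list had a median log2 difference of -0.70 on the former and of -0.16 on the latter. *kl-2*, *ORY* and *Ppr-Y* span 91086, 56595 and 248273 bases in the gene table, and over 8626 genes above the negative controls longer genes had lower log2 fold changes (Spearman correlation -0.275, across genes). Of 4 controls with 5′ and 3′ probe sets, 2 had lower ratios of 5′ to 3′ signal on both mutant arrays than on both WT arrays. Both of these report actin, while the ratios of GAPDH and eIF-4a overlapped between the genotypes.

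Over the 18769 probe sets the SD of the log2 difference was 0.21 between the mutant arrays and 0.20 between the WT arrays, and ranged from 0.22 to 0.25 for the 4 pairs of a mutant and a WT array. The number of probe sets at least 2-fold apart was 15 between the mutant arrays and 17 between the WT arrays, and from 24 to 81 for pairs of different genotype. No array had a signal above its highest negative control for 6547 probe sets (34.9%), and all 4 arrays had one for 9743.

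**Figure D2:**
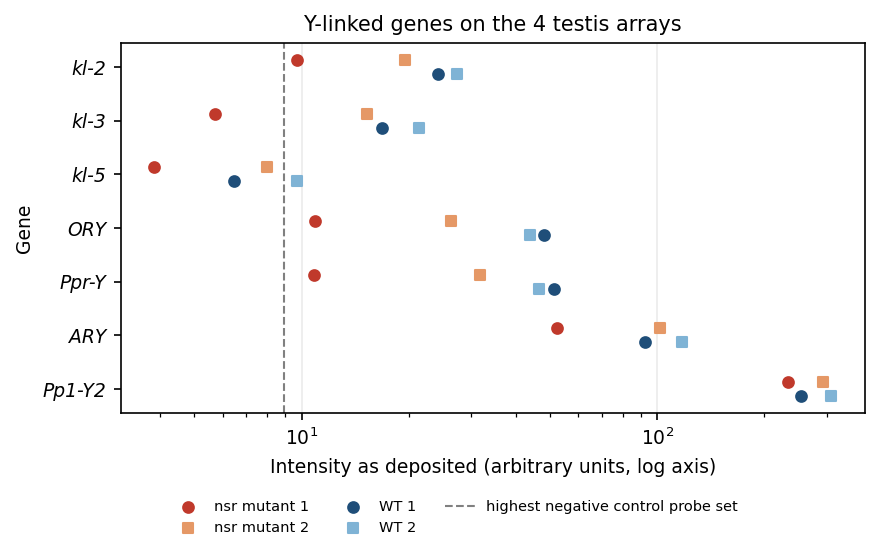
Intensities as deposited (horizontal axis, arbitrary units, log scale) of 7 Y-linked genes (vertical axis), with a symbol for each array, in red tones for the *nsr* mutant and in blue tones for WT, and a dashed line at the highest negative control probe set of any array, 8.92. *kl-5* lies at this line and *Pp1-Y2* far above it, and for every gene *nsr* mutant 1 lies left of *nsr* mutant 2.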

Considering that the background hybridization noise and lack of probes for some genes might limit the power of microarray, we further implemented whole transcriptome shortgun sequencing (RNA-Seq), which is regarded as a more precise way for measurements of transcript levels [32]. Using the Illumina paired-end sequencing platform, we generated 16.3 million reads (75-bp) for WT testes and 9.6 million for *nsr* mutant testes. Based on these transcriptome data, we identified 10 genes that were significantly differentially expressed (>5-fold) between WT and mutants. Among them, *kl-2*, *kl-3,* and *kl-5* are known male fertility genes, and the others are either not correlated with male fertility or functionally unknown (Table S4).

The *kl-2*, *kl-3,* and *kl-5* genes are 12.4-fold, 10.0-fold, and 6.84-fold down-regulated in the mutants, respectively (Table S4), and their sharp reductions in expression were validated by real-time PCR (Figure 5A). Interestingly, the three genes were located adjacently on the Y chromosome, and all encode dynein heavy chain polypeptides of the sperm axoneme [33]–[35]. The phenotypic defect associated with the sterility of *kl-2* mutants is not very clear [36], [37], while *kl-3* or *kl-5* mutations by *P*-element insertions result in loss of the outer dynein arm of the sperm axoneme and irregular coiling of spermatid tails, and complete deletion of either locus causes defects in sperm individualization [37]–[39]. Electron microscope examination of the spermatid flagellum showed that the outer dynein arms of sperm axonemes were also missing in the *nsr* mutants (Figure 5B–5F). The deficiencies of *nsr* mutants, including sperm individualization, coiling, and axonemal structures, fit well with the phenotypes of the *kl-3* and *kl-5* mutants. This substantial agreement of the loss-of-function phenotypes between the Y-linked genes *kl-3*, *kl-5,* and *nsr* indicates that *nsr* is involved in male functions by regulating *kl-3*, *kl-5,* and, possibly, *kl-2* as well. Moreover, it is very likely that *nsr* regulates the *kl-2*, *kl-3,* and *kl-5* genes post-transcriptionally, because their primary transcript levels are largely unaltered between the mutants and WT flies, as shown by real-time PCR results (Figure 5A). This is also in accordance with the conserved RNA-binding domain (Figure 1B and 1C) and the splicing factor-like distribution pattern (Figure 2F) of the Nsr protein. More importantly, our co-immunoprecipitation experiment demonstrated that the pre-mRNA cleavage stimulatory factor CstF-64 [40] can be specifically immunoprecipitated by TAP-tagged Nsr protein from testis extracts (Figure S3A and S3B). This result fortifies the idea that *nsr* might function as an RNA processing factor, although future studies are needed to explore how *nsr* and *CstF-64* collaboratively process the primary transcripts of these male genes.

**Figure 5:**
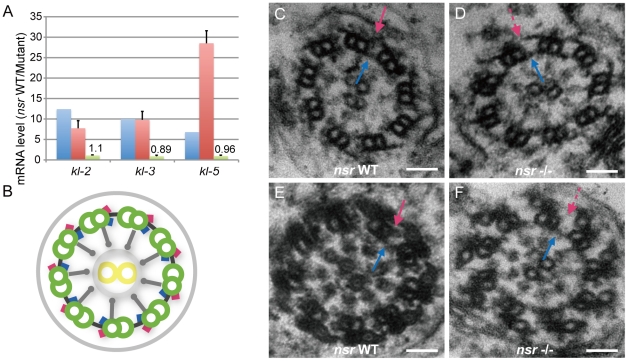
Identification of the Y chromosome genes *kl-2*, *kl-3,* and *kl-5* as downstream targets of *nsr*. (A) Histogram of *kl-2*, *kl-3,* and *kl-5* RNA level changes in testes of *nsr* mutants for mature transcripts, estimated by RNA-Seq (blue) and quantitative real-time PCR (red), and for primary transcripts estimated by quantitative real-time PCR (green). Error bars indicate standard deviation. Both RNA-Seq and real-time PCR results show that the mature transcripts are down-regulated in the mutant testes. The difference between the estimations of *kl-5* by RNA-Seq and real-time PCR is possibly due to the larger variations of genes with lower abundance in RNA-Seq [62]. The real-time PCR result shows that the levels of primary transcripts are largely unaltered between the WT and mutant testes. (B) Graphic illustration of axoneme structure [63], [64]. The axoneme is composed of a central pair of singlet microtubules (yellow circle) surrounded by nine doublet microtubules (green circle), anchored by outer (red) and inner (blue) dynein arms that can mediate axoneme motility. Radical spokes (grey spoke) pass from each doublet fiber toward the central singlets. (C–F) Electron microscopic images of early- (C and D) and late-stage (E and F) spermatid axonemes for WT and *nsr* mutants. The late-stage axoneme is distinct from early-stage axoneme by extensive accessory structures. For both stages, the inner dynein arms of the axoneme are normal in *nsr* mutants (blue arrow), but the outer dynein arms (red arrow) are constantly missing (dashed red arrow). Scale bars: 50 nm.

### Functional Status of Ancestral *kep1* in the Pre-Duplication Species *D. yakuba*

We traced the functional status of *kep1* in the pre-duplication species *D. yakuba* by detecting its expression pattern using Kep1 antibody (Figure S3C). Surprisingly, immunocytochemistry with Kep1 antibody showed only background staining of *D. yakuba* testis (Figure 6D), whereas it is capable of yielding a robust staining pattern in the primary spermatocytes of *D. melanogaster* (Figure 6B and 6C), exactly as revealed by transgenic GFP localization (Figure 2A). The antibody worked well in detecting Kep1 proteins in ovary extracts from both *D. yakuba* and *D. melanogaster* by Western blot (Figure S3D), ruling out the possibility that the antibody sensitivity is not equally sufficient for detecting Kep1 protein of *D. yakuba*.

**Figure 6:**
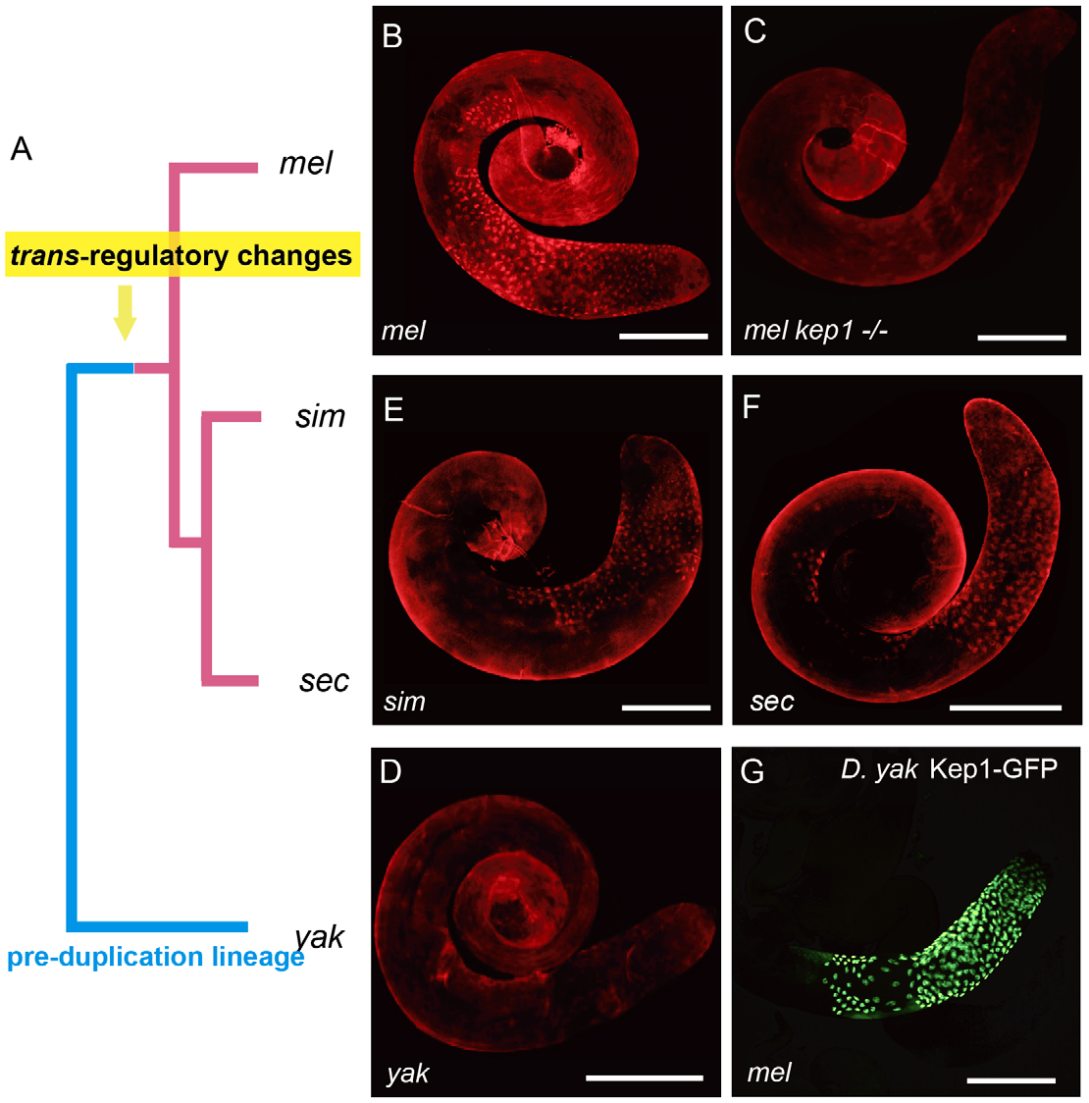
Evolutionary history of the expression patterns of *kep1* family proteins. (A) Phylogenetic tree of *Drosophila* species. The pre- and post-duplication lineages are denoted by blue lines and red lines, respectively. (B–F) Immunostaining of testes with different genotypes using Kep1 antibody shows fluorescent signals in primary spermatocytes for the *D. melanogaster* species complex (B, E and F) but only background staining for the pre-duplication species *D. yakuba* (D). This suggests that the primary spermatocyte-biased expression patterns of *kep1* family genes should have been established in the common ancestor of the *D. melanogaster* species complex after the split of *D. yakuba*. (G) Transgenic GFP, regulated by *cis*-elements (including promoter, 5′ UTR and coding sequences) of *D. yakuba kep1* in *D. melanogaster,* is also enriched in primary spermatocytes, indicating that the *cis*-elements of *kep1* have not changed between *D. melanogaster* and *D. yakuba*, and thus, *trans*-regulatory changes should have contributed to the observed testicular expression patterns of *kep1* family genes in *D. melanogaster*. The abbreviations of *Drosophila* species are the same as in Figure 1. Scale bars: 200 µm.

Absence of Kep1 protein in *D. yakuba* testis suggests that the *kep1* gene should not be ancestrally required for male fertility, and it also raises the questions of when and how the novel testicular expression patterns of the *kep1* family in *D. melanogaster* has been evolved. The immunofluorescent signals of Kep1 proteins in the sibling species of *D. melanogaster*, *D. simulans* (Figure 6E) and *D. sechellia* (Figure 6F), suggest that this novel pattern has been established in the common ancestor of the *D. melanogaster* species complex. This interspecies difference of expression pattern between *D. yakuba* and *D. melanogaster* may arise from either *cis*-acting or *trans*-acting regulatory changes. The two genetic factors can be distinguished by testing the transcriptional activity of *D. yakuba*'s *cis*-elements of *kep1* in *D. melanogaster*. Controlled by *D. yakuba*'s *cis*-elements of *kep1*, GFP was also found to accumulate in the primary spermatocytes in *D. melanogaster* (Figure 6G) with the same subcellular localization as with the control of the *cis*-elements of *D. melanogaster kep1* (Figure S3E). This means that the activity of the *cis*-elements has not been differentiated between *D. yakuba* and *D. melanogaster*, and it is the changes in *trans*-regulatory repertoires that most likely have enabled all *kep1* family genes to obtain novel testicular expression patterns.

## Discussion

There are two possible scenarios to explain the current functional roles of *nsr* in *D. melanogaster*: neofunctionalization and subfunctionalization [4], [5]. Our results tend to support the neofunctionalization scenario, although we cannot completely exclude the possibility of subfunctionalization.

Several pieces of evidence support the neofunctionalization scenario. Firstly, the parental gene *kep1* is under strict purifying selection across the *Drosophila* phylogeny (Table S1). The significant conservation of *kep1* and its inessentiality for male fertility in the pre-duplication species *D. yakuba* is consistent with the reported functions of *kep1* in female fertility, eye development, and immune response [16] but not male fertility (Figure 3D) in *D. melanogaster*. These results suggest that *kep1* possibly has retained its ancestral functions without evolving novel male functions after the duplication events, and *nsr* is free to evolve new functions. Secondly, *nsr* shows a robust signal of positive selection (Figure 1C and 1D), especially in the C-termini (Figure 1C). As we know, RNA recognition is a complex biological process that may need the collaboration of multiple factors; the RNA-binding domain alone possibly does not contain sufficient information for specific targeting [41], [42]. Thus, the rapidly evolving C-termini of *nsr* could have contributed to novel RNA-binding ability by mediating co-option with different cofactors, and this idea is further strengthened by the specific immunoprecipitation of the pre-mRNA cleavage stimulatory factor CstF-64 by the Nsr protein (Figure S3B). The subcellular localization pattern of the Nsr protein is also different from the Kep1 protein by displaying a larger localization range in the nuclei of primary spermatocytes (Figure 2I), and cell type-specific expression or subcellular localization is regarded as one of the strategies for RNA-binding proteins to regulate specific splicing events [42]. Although it is still not clear what is the concrete molecular process that the novel distribution pattern of *nsr* has contributed to its roles in spermatogenesis, it is possible that this novel distribution might allow the spatial-specific assembling between *nsr* and its cofactors, and the subsequent specific regulation of mRNA substrates. Thirdly, our antibody did not detect obvious expression of Kep1 protein in *D. yakuba* testis, and thus, the parental gene *kep1* should not be ancestrally required for male fertility. After the split of *D. yakuba*, *trans*-regulatory changes possibly occurred prior to or accompanied by the duplications of *kep1*, which enabled the *kep1* family genes to obtain novel testicular expression patterns and thereby lend them an opportunity to evolve novel male functions, as *nsr* has done.

Nevertheless, the alternative subfunctionalization scenario cannot be completely excluded if a recent “gain and loss” turnover of male functions for *kep1* did happen or if *kep1* has lost its male functions in the *D. yakuba* lineage for some reason. In the recent “gain and loss” turnover, the parental gene *kep1* could have acquired an essential role in spermatogenesis after the split of *D. melanogaster* and *D. yakuba* but prior to the duplication events, whereas the new copy *nsr* has taken over the spermatogenesis role from *kep1* after its origination.

The new duplicate gene *nsr* displays tremendous divergence from *kep1* at the levels of biological function and molecular pathway. The *kep1* gene participates in female fertility by regulating the apoptosis molecule *dredd* [16], whereas the new gene *nsr* is integrated into the spermatogenesis pathway by regulating Y-linked male fertility genes; thus, our findings also provide an unusual case, showing a functional transition in a new gene from a female role to male role. It is interesting that the newly originated genes are often expressed primarily in male reproductive tissues in diverse organisms [43]–[47], and most of the new *Drosophila* genes with known functions [6]–[8], together with *nsr*, are associated with male reproduction. This phenomenon pronounces that new genes may tend to be functionally male-biased and suggests a significant role of natural selection and sexual selection in the fixation of beneficial mutations for male reproductive success.

Our study reveals that *nsr* has been integrated into fundamental developmental processes by regulating pre-existing essential genes. Interestingly, the sperm maturation aspects that *nsr* participates in are conserved during evolution [48]. For example, the failure of eliminating sperm cytoplasm and loss of the outer axonemal dynein arm can also cause many types of human infertility [49]–[51]. The functional mechanism of *nsr* indicates that new genes could contribute to the evolutionary turnover of molecular pathways governing essential and conserved developmental processes, which partially explains the phenomenon that the same developmental processes in different organisms are sometimes achieved by a different set of genes. The positive selection signal and biological functions of *nsr* together strongly suggest that *nsr* might have contributed to the adaptive evolution of male reproductive pathways in the *D. melanogaster* species complex.

## Materials and Methods

### Evolutionary Analysis

Protein sequences of *nsr*, *CG3927*, *CG4021,* and *kep1* in *D. melanogaster* are downloaded from FlyBase (http://flybase.org) and aligned by ClustalW (http://www.ebi.ac.uk/Tools/clustalw). Orthologous coding sequences of *kep1* family genes in other *Drosophila* species (http://flybase.org) were predicted using a combination of BLAT (http://genome.ucsc.edu) and GeneWise (http://www.ebi.ac.uk/Tools/Wise2) and manually checked. Alignments of coding sequences mentioned below are performed by MEGA 3.2 [52], considering the coding structures. To estimate the selective constraint on *kep1* through the *Drosophila* phylogeny, alignments of *kep1* coding sequences from different *Drosophila* species were tested for purifying selection by MEGA 3.2 pairwisely. To detect the selective pressure on the new genes of the *kep1* family, alignments of the coding sequences between *kep1* and each new gene were performed and calculated for the *dN*/*dS* ratio with 120-bp windows and 6-bp slides. For each window, the maximum likelihood method [53] was used to test if the *dN*/*dS* ratio was significantly different from one (two-tailed Fisher's exact test).

The *ω* (*dN*/*dS*) values in the phylogeny of new *kep1* family genes were estimated using the maximum likelihood approach, implemented by the codeml free-ratio model in the PAML4.2 package (http://abacus.gene.ucl.ac.uk/software/paml.html) [17]. To test if the *ω* ratio in the ancestral lineage of the *D. melanogaster* species complex was significantly different from one, the likelihood of the two-ratio model with an estimated *ω* was compared to an alternative two-ratio model, with *ω* constrained to be one for this lineage.

### Fly Strains

All *Drosophila* strains were maintained at 25°C using standard cornmeal medium. The transgenic strains were produced by microinjection of *w1118* embryos following standard *P*-element-mediated germline transformation [54]. *P*-element insertion stocks DG20303 and KG07486 were ordered from Bloomington Stock Center. Strains for *P*-element excision (*Sp*/*CyO; Δ2-3, Sb*/*TM6B* and *Sp*/*CyO; MKRS*/*TM6B*) are kindly provided by Dr. Yongqing Zhang. Strains for targeted mutagenesis (*70FLP70I-SceI*, *70FLP* and *70I-CreI*) were previously described by Xie and Golic (2004).

### Transgenic Constructs of *kep1* Family Genes

For GFP-tagged vectors, the pH-Stinger plasmid [55] was modified by excision with *SpeI*/*NheI* and re-ligation to remove its Hsp70 promoter and nuclear GFP. Gene promoter sequences (plus 5′ UTR) and GFP coding sequences were then cloned into *XbaI*/*EcoRI* and *EcoRI*/*KpnI* sites of the modified plasmid. Coding sequences of each gene were added into *EcoRI* sites and selected for correct insertion orientation (Figure S2B). TAP-tagged transgenic vectors were constructed similarly but had GFP replaced with a TAP tag, which consists of two IgG-binding domains of protein A (ProtA) and a calmodulin-binding peptide (CBP) separated by a TEV protease cleavage site [56] (Figure S2C). For all the vectors above, a homologous upstream region of *kep1* family genes (including *D. yakuba kep1*) was adopted as the promoter sequence (Figure S2D). A rescue construct of *nsr* was prepared by inserting a 2.8-kb DNA fragment, ranging from the end of the upstream gene to the start of the downstream gene, into the *NotI* site of the pW8 transformation vector (FlyBase). The primer information is available in Table S5.

### Generation of Null Flies of Each *kep1* Family Gene and Male Fertility Test

*P*-element excision: The fly strains DG20303 (with a *P*-element at the 5′ UTR of *kep1*) and KG07486 (with a *P*-element annotated to locate at the *nsr* locus but found to be inserted at the 5′ UTR of *CG3927* after PCR validation) were mobilized with *Δ2-3* transposase by standard *P*-element excision, respectively [28]. Excision lines were screened by PCR, and the endpoints were determined by sequencing.

Gene knockout by ends-in targeting: The targeting vectors were designed to create a deletion, spanning from 42-bp downstream of the transcriptional start site to a site within the 3′ UTR of *nsr,* and a deletion spanning from the start codon to a site within the 3′ UTR of *CG4021*, respectively. Targeted mutagenesis was performed as previously described [27]. Donor flies bearing the targeting vector were generated and crossed with flies carrying heat shock-activated FLP recombinase and I-SceI endonuclease (*70FLP70I-SceI*). The 0-3 day old progeny were heat-shocked at 38.5°C for 1 hour, and the enclosed white-eye virgins were crossed with males constitutively expressing FLP recombinase (*70FLP*). In total, at least 1000 vials were screened for nonmosaic red-eye individuals with successful insertions of the targeted allele at the site of the endogenous allele. Stocks of the recombinant flies were established and crossed with flies carrying heat shock-activated I-CreI endonuclease (*70I-CreI*). We heat-shocked 0-3 day old progeny at 38.5°C for 1 hour and screened for white-eye adults with recombinant reduction events at the targeted site. The reduction events will lead to either removal of the allele or maintenance of the WT allele. Strains of both genotypes were established to serve as knockout and WT lines, respectively.

For the male fertility test, an individual male of each genotype (<1 day) was placed with three *w1118* virgin females, which were collected within 5 hours of enclosure and aged for 2 days. The progeny were counted on the 18th day after the mating and compared between the mutant and WT lines using Mann-Whitney U test.

### Antibody Preparation and Immunofluorescence Assay

A polyclonal antibody was raised against the glutathione-S-transferase-Kep1 (amino acids 233–313) recombinant protein in guinea pigs. Testis squashes and immunostaining were performed as previously described [57]. The primary antibodies used are guinea pig anti-Kep1 serum (1∶200 dilution) for Kep1 protein and rabbit peroxidase-antiperoxidase complex (PAP) (1∶1000 dilution, Sigma) for ProtA. The secondary antibodies are Alexa 555-conjugated anti-guinea pig and Alexa 594-conjugated anti-rabbit (Molecular Probes). Testes were co-stained with Hoechst 33342 (1 µg/ml, Molecular Probes) to visualize nuclear DNA if needed. FITC-conjugated phalloidin (1∶100 dilution) was used for IC staining. RNase A treatment was performed as previously described [58] by a 10-min incubation of TBS with 50 µg/ml RNase A (Fermentas), and the controls were incubated in the same buffer, but free of RNase A.

### Western Analysis

For sample preparation, adult testes or ovaries from 0–5 day old flies were dissected in PBS, transferred to RIPA buffer, ground, and boiled at 95°C for 10 min for lysis. The primary antibodies used were PAP (1∶2000 dilution, Sigma), mouse anti-β-actin (1∶3000 dilution, Abcam), and guinea pig anti-Kep1 (1∶500 dilution). Peroxidase-conjugated secondary antibodies were used for signal detection (1∶10000 dilution, Santa Cruz).

### Immunoprecipitation Assay

Six hundred testes of 0–3 day old flies carrying TAP-tagged Kep1 protein, TAP-tagged Nsr protein, or TAP-tagged CG4021 protein were used for affinity purification, respectively. Testes were ground in 100 µl RIPA buffer plus protease inhibitor cocktail (Roche) with the Sample Grinding Kit (GE Healthcare). The cell suspension was centrifuged at 4°C for 5 min, the supernatant was pre-cleared by 5 µl protein G plus-agarose beads (Santa Cruz), and incubated with 2 µl PAP at 4°C overnight. Then, 10 µl protein G plus-agarose beads were added to the mixture and incubated at 4°C for 1 hour. Complexes of TAP-tagged proteins were liberated from the beads by cleavage of TEV protease as previously described [56], subjected to SDS-PAGE, and visualized by Coomassie blue staining. The protein band of interest was cut out and identified by MALDI-ToF mass spectrometry.

### Electronic Microscopy

The dissected testes from WT controls and *nsr* mutants were fixed in 2.5% glutaraldehyde, washed twice with PBS, post-fixed with OsO4, and dehydrated in an ascending series of ethanol. The resultant specimens were embedded in Araldite, sliced into ultrathin sections (50–100 nm), stained with 1% uranyl acetate, and examined with a JEOL electron microscope.

### RT-PCR and Real-Time RT-PCR

Total RNA was isolated from adult testes with Trizol reagent (Invitrogen) and treated with DNase I (Fermentas). Reverse-transcription was performed using the RevertAid First Strand cDNA Synthesis kit (Fermentas) with a no-reverse-transcriptase reaction as the negative control. Real-time PCR was performed in triplicate with SYBR Green PCR Mix (Bio-Rad) and subjected to the ABI 7000 Sequence Detection System. Oligo-dT primer was used to synthesize the cDNA templates for detecting mature transcripts and random hexamer primer for primary transcripts. Information on the PCR primers is available in Table S5. The relative concentration of genes was calculated by analyzing their dissociation curves using the constitutively expressed gene *rp49* as the internal control.

### Microarray Analysis

With Trizol reagent (Invirtrogen), total RNA was extracted from testes of 0–2 day old *nsr* mutant and WT flies, respectively. After amplification, mRNA was fluorescently labeled by GeneChip One-Cycle Target Labeling (Affymetrix) and subjected to GeneChip *Drosophila* Genome 2.0 Arrays (Affymetrix) in duplicate. Image collection was performed in accordance with standard Affymetrix protocols. The significance of gene expression change was estimated using the Significance Analysis of Microarrays (SAM) algorithm, which assigns a score to each gene on the basis of change in gene expression relative to the standard deviation of repeated measurements [59]. The microarray data have been deposited in Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE22289.

### Paired-End cDNA Library Construction for Illumina Genome Analyzer 2 (GA2) Sequencing

With Trizol reagent (Invirtrogen), 5 µg total RNA was extracted from testes of 0-1 day old *nsr* mutant and WT flies, respectively. The first-strand cDNA was synthesized with oligo-dT primer by Superscripts II reverse transcriptase (Invitrogen), and second strand cDNA synthesis was followed according to the standard protocol. Then, the double-stranded cDNA was purified with the Qiaquick PCR purification kit (Qiagen) and fragmented with a nebulizer (Invirtrogen), resulting in an average size of 150–250-bp. Overhangs of resultant fragmented cDNAs were blunted with T4 DNA polymerase (NEB) and Klenow polymerase (NEB) and treated with 3′-5′ exonuclease-deficient Klenow polymerase (NEB) to generate 3′ overhangs. After that, cDNA was ligated to an Illumina PE adapter oligo mix by the Quick ligation kit (Qiagen). The adapter-modified cDNA within 200-bp was isolated by agarose gel, extracted with the QIAquick Gel Extraction Kit (NEB), and amplified by PCR reaction. Finally, the library products were sequenced using the Illumina GA2 sequencing machine. Sequence data from this study have been submitted to the NCBI Short Read Archive (http://www.ncbi.nlm.nih.gov/Traces/sra/sra.cgi) under accession number SRA020074.

### Measurement of Gene Expression Using Data of Illumina GA2 Sequencing

The generated 75-bp raw reads were mapped to the genomic sequences of *D. melanogaster* (Ensembl release 55: ftp://ftp.ensembl.org/pub/release-55/fasta/drosophila_melanogaster) using SOAP2 software (http://www.soapmaker.ca) [60]. The count of covering reads for each annotated transcript (Ensembl release 55: ftp://ftp.ensembl.org/pub/release-55/gtf/drosophila_melanogaster) was calculated as the index of their expression level. The alteration of transcript level between *nsr* mutants and WT flies was estimated and normalized for the variation of the total data size of transcript reads. The significance of expression difference (*p*-value) for each gene (the longest transcript) was further computed according to the R package “DEGseq” using the MA-plot-based method with a random sampling model and followed by an adjustment with *q*-values for multiple testing corrections [61].

## Supporting Information

Figure S1 Evolutionary analysis of *CG3927* and *CG4021*. (A) Distributions of *dN/dS* throughout *kep1-CG3927* and *kep1-CG4021* pairs. With 120-bp windows and 6-bp slides, *dN/dS* ratios were estimated using the maximum likelihood method and plotted. Blue spots represent *dN/dS* ratios that are statistically significantly lower than the neutral expectation (p-value <0.05, two-tailed Fisher's exact test). Regions embedded in the KH domain, as depicted by the grey block, are enriched with signals of purifying selection. The shorter alignment of the *kep1-CG3927* pair than the *kep1-nsr* and *kep1-CG4021* pairs is mostly due to less well-aligned sequences caused by indels. (B) Likelihood values of nucleotide substitutions for *CG3927* and *CG4021* in *Drosophila* lineages. Numbers of nonsynonymous and synonymous substitutions for the entire coding sequences are labeled above the lineages, and ω values (*dN/dS*) are labeled beneath the lineages. Abbreviations: *D. melanogaster* (*mel*); *D. simulans* (*sim*); *D. sechellia* (*sec*); *D. yakuba* (*yak*), and *D. erecta* (*ere*).
(0.48 MB TIF)

Figure S2 Expression analysis of *kep1* family proteins. (A) Male-specific expression pattern of new *kep1* family genes shown by RT-PCR. Total RNA was extracted from the whole body of 0–5 day old adults. F: female; M: male. Negative control (NC) was reaction without reverse transcriptase. The expression of *rp49* was used as the internal control. (B and C) Schematic representations of GFP (B) and TAP (C) transgene constructs. CDS: coding sequences. (D) Alignments of the homologous promoter sequences of *D. melanogaster kep1* family genes and *D. yakuba kep1*. The asterisks denote the position of identical nucleotides. (E–H) The localization sensitivity of GFP-tagged Nsr protein to RNase A treatment. The localization of GFP-tagged Nsr protein exhibits ectopic diffusion and accumulation after RNase A treatment (E, G) compared with the mock-treated control (F, H). Scale bars: 200 µm for E and F; 20 µm for G and H.
(1.42 MB TIF)

Figure S3 Immunoprecipitation results of TAP-tagged *kep1* family proteins and pre-duplication ancestral subcellular localization of Kep1 protein. (A) Western blot of testis extracts from 0–5 day old flies, with the indicated genotypes. The blot was probed with PAP (to recognize the ProtA of TAP) and β-Actin antibody (loading control). The absence of ProtA in *w1118* lane indicates the specificity of PAP antibody. (B) Immunoprecipitation of TAP-tagged *kep1* family proteins with testis extracts from 0–3 day flies. A 50-72-kDa band corresponding to CstF-64 (identified by mass spectrometry) was immunoprecipitated by TAP-tagged Nsr protein (lane 2) but not in TAP-tagged Kep1 protein (lane 1) or TAP-tagged CG4021 protein (lane 3). (C) Western blot of testis extracts from 0–5 day old WT flies showing that Kep1 antibody recognizes a band of about 43-kDa (arrow), which is consistent with the reported size of Kep1 protein, and that this band is absent in *kep1* mutants. (D) Western blot of testis (lane 1 and 2) and ovary (lane 3 and 4) extracts of 0–5 day old *D. melanogaster* and *D. yakuba* probed with Kep1 antibody. Kep1 protein is detectable in ovary but not testis of *D. yakuba* (arrow). (E) Overlapping subcellular localization between the *D. melanogaster* TAP-tagged Kep1 (*mel*-Kep1-TAP) and the transgenic GFP-tagged Kep1 protein regulated by the *cis*-elements (including promoter, 5′ UTR and coding sequences) of *D. yakuba kep1* (*yak*-Kep1-GFP) in *D. melanogaster*. Scale bars: 20 µm.
(1.23 MB TIF)

Table S1 dN/dS ratios of *kep1* among *Drosophila* species (Kumar method). All the pairwise species comparisons show that the parental gene *kep1* is subjected to significant purifying selection (p-value <0.001, MEGA Z-test, kumar method). Abbreviations: *D. melanogaster* (*mel*); *D. simulans* (*sim*); *D. sechellia* (*sec*); *D. yakuba* (*yak*); *D. erecta* (*ere*) and *D. ananassae* (*ana*); *D. pseudobscura* (*pse*).
(0.03 MB DOC)

Table S2 Maximum likelihood tests of positive selection for new *kep1* family genes. The *dN/dS* ratios were set to be *ω_0_* for the background branches and *ω_1_* for the foreground branch, which is the phylogenetic lineage from *D. yakuba* to the common ancestor of the *D. melanogaster* species complex.
(0.03 MB DOC)

Table S3 List of genes identified by microarray to be >2-fold differentially expressed between testes of *nsr* WT and mutant flies. 

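On the log2(intensity + 16) scale, the other genes of Table S3 were lower or higher in the mutant by smaller amounts than *nsr*, *Cpr66Cb*, *ana* and *CG12661*, although in the ratio of intensities *CG4267* (3.03) and *Npc2d* (at least 3.02) were above *ana* (2.95). None of them passed the test over all probe sets. *CG6055* had an intensity of 62.5 ± 7.14 (SD, n = 2) in the mutant and 161 ± 6.54 (SD, n = 2) in WT, a log2 fold change of -1.18. *CG3604* had 75.5 ± 14.4 and 190 ± 26.5 (SD, n = 2 each), a log2 fold change of -1.17. *CG4267*, written *CG31686* in Table S3, had 51.2 ± 2.22 in the mutant and 16.9 ± 0.32 in WT (SD, n = 2 each), a log2 fold change of 1.03, while its other, dimmer probe set had 0.17. The other members were less than 2-fold apart on this scale. The carbonic anhydrase *CAH9* (*CG6074* in Table S3), *CG5863* and the zinc finger gene *salm* had log2 fold changes of -0.87, -0.69 and -0.54. *Npc2d* (*CG12813* in Table S3) was not above the negative controls in WT and had 26.6 ± 1.33 (SD, n = 2) in the mutant. *drm*, a regulator of hindgut development, had 23.5 ± 0.22 in the mutant and 8.89 ± 1.88 in WT (SD, n = 2 each), where 1 of the 2 WT arrays was above the negative controls, and *fln*, the flight muscle protein flightin, had 29.2 ± 1.36 and 15.3 ± 2.22 (SD, n = 2 each). The entry of Table S3 with several gene names is a probe set shared between genes, at 11.4 ± 0.85 in the mutant and 25.3 ± 0.72 in WT (SD, n = 2 each), and no single gene is read from it.

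Adjusted p from limma lay between 0.497 and 0.690 for these genes. Adjusted over the list alone, 8 of 9 genes listed as lower and 5 of 5 listed as higher passed, with *CG30345* represented by its own probe set in place of the shared one. As lists they also passed camera (adjusted p = 1.27e-17 for both), with medians of -1.17 and 0.82, but not with an estimated correlation (adjusted p = 0.431 for the lower and 0.278 for the higher genes with an estimated correlation). Table S3 was drawn up from these same arrays, so that neither count is independent evidence of its direction. In a rebuilt form of SAM, with all 6 orders of the genotype labels, 11 probe sets reached a q of at most 0.01. Of them 8 were at least 2-fold apart, 6 of these in Table S3. The orders include the division by genotype itself and mirror images, so that a q this low rests on few distinct comparisons. The genes of Table S3 that it called were *nsr*, *Cpr66Cb*, *ana*, *CG6055*, *CG12661*, *CG4267* and *Npc2d*. In limma, 12 of the genes passed with array medians centred and 11 with the dimmer probe sets left out.

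**Figure D3:**
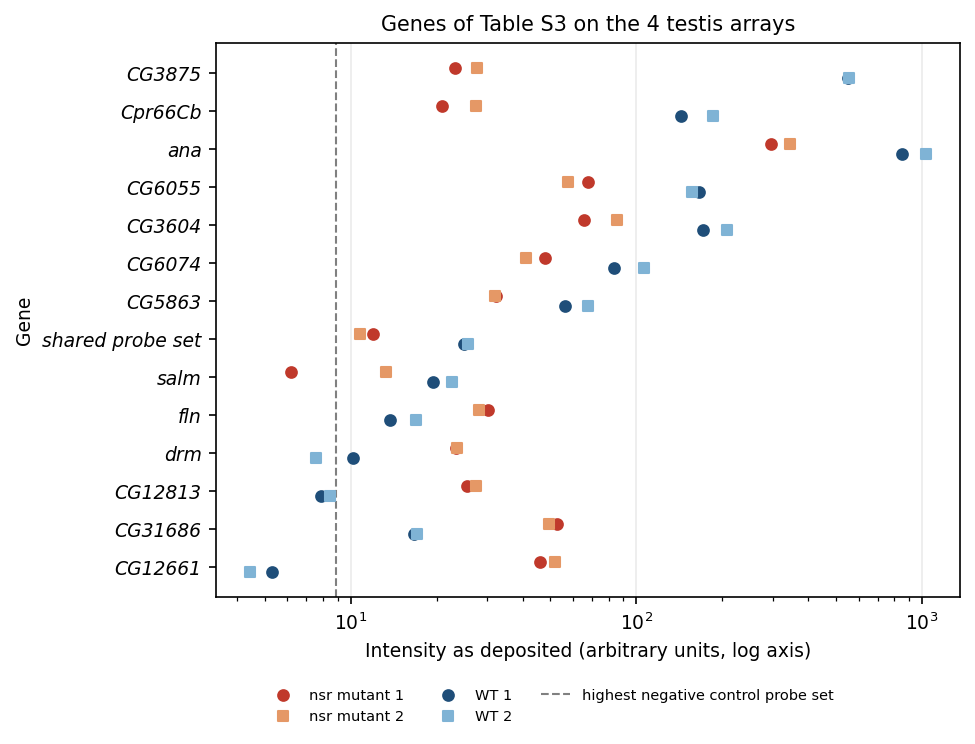
Intensities as deposited (horizontal axis, arbitrary units, log scale) of the 14 entries of Table S3 (vertical axis, names as in Table S3), from the lowest to the highest log2 fold change, with a symbol for each array, in red tones for the *nsr* mutant and in blue tones for WT, and a dashed line at the highest negative control probe set of any array. In every entry both mutant arrays lie on one side of both WT arrays.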

Significance Analysis of Microarrays (SAM) identified 14 genes that changed at least 2-fold with a *q*-value cutoff of 0.01 for significance.
(0.02 MB XLS)

Table S4 List of genes identified by RNA-seq to be >3-fold differentially expressed between testes of *nsr* WT and mutant flies. The significance of expression difference (*p*-value) for each gene (longest transcript) was computed using MA-plot-based method with a random sampling model and followed by an adjustment with *q*-values for multiple testing corrections. With a *p*-value cutoff of 0.001, 10 genes (red) and 43 genes are identified to be significantly changed at least 5-fold and 3-fold, respectively.
(0.04 MB XLS)

Table S5 Primer Information. F: forward primer; R: reverse primer.
(0.03 MB XLS)

# Supplementary material for: A Young Drosophila Duplicate Gene Plays Essential Roles in Spermatogenesis by Regulating Several Y-Linked Male Fertility Genes
**Source:** PLoS Genet. 2010 Dec 23;6(12):e1001255. doi: 10.1371/journal.pgen.1001255
**Supplement:** Table S1 — dN/dS ratios of kep1 among Drosophila species (Kumar method). All the pairwise species comparisons show that the parental gene kep1 is subjected to significant purifying selection (p-value <0.001, MEGA Z-test, kumar method). Abbreviations: D. melanogaster (mel); D. simulans (sim); D. sechellia (sec); D. yakuba (yak); D. erecta (ere) and D. ananassae (ana); D. pseudobscura (pse). (0.03 MB DOC)

|  | *mel* | *sim* | *sec* | *yak* | *ere* | *ana* |
| --- | --- | --- | --- | --- | --- | --- |
| *sim* | 0.0338 |  |  |  |  |  |
| *sec* | 0.0140 | 0.0448 |  |  |  |  |
| *yak* | 0.0711 | 0.1009 | 0.0905 |  |  |  |
| *ere* | 0.0244 | 0.0423 | 0.0349 | 0.0745 |  |  |
| *ana* | 0.0418 | 0.0457 | 0.0417 | 0.056 | 0.0456 |  |
| *pse* | 0.0554 | 0.0618 | 0.0588 | 0.0574 | 0.0508 | 0.0505 |

# Supplementary material for: A Young Drosophila Duplicate Gene Plays Essential Roles in Spermatogenesis by Regulating Several Y-Linked Male Fertility Genes
**Source:** PLoS Genet. 2010 Dec 23;6(12):e1001255. doi: 10.1371/journal.pgen.1001255
**Supplement:** Table S2 — Maximum likelihood tests of positive selection for new kep1 family genes. The dN/dS ratios were set to be ω0 for the background branches and ω1 for the foreground branch, which is the phylogenetic lineage from D. yakuba to the common ancestor of the D. melanogaster species complex. (0.03 MB DOC)

| Gene | Model (two ratios) | Estimated **1 | 2l | *p*-value |
| --- | --- | --- | --- | --- |
| *nsr* |  | 7.72 | 4.73 | 0.01 < *p* <0.05 |
| *CG3927* | (*0*, *1*=1) vs. (*0*, *1*) | ∞ | 9.25 | *p* < 0.01 |
| *CG4021* |  | 1.25 | 0.23 | Not significant |

How the deposited data were processed for this re-analysis (not part of the article)

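The data are the intensities of 4 GeneChip *Drosophila* Genome 2.0 arrays, 2 of testes from *nsr* mutant flies and 2 of testes from WT flies, all aged 0 to 2 days. The authors extracted total RNA, amplified and labelled it, and hybridised each sample to a 1-colour array. The values deposited by the authors are linear intensities, 1 per probe set and array. The software that summarised the probes of a set, its background correction and any scaling between arrays are not given in the sources used here. The arrays do not share a common median, and the values were analysed as deposited. Which array is which genotype and replicate was taken from the sample labels and the methods of the paper.

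Probe sets were named through the annotation of the array, updated where possible through a table of the genes of *D. melanogaster* genome release 6, which holds the gene ID of 13544 of the 13647 probe sets with a single gene. These stand for 11982 genes. No gene was named from a probe set that the annotation gives to several genes. *kep1* is listed in the gene table as *qkr58E-3*, and its probe set was found under that name. In the gene lists 1 member of the pigment list was dropped because its name matched another gene.

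Genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, on log2(intensity + 16), with a two-sided test, no covariates and Benjamini-Hochberg adjustment, and a probe set was called at an adjusted p under 0.05. A change of at least 2-fold is a log2 fold change of at least 1 or at most -1 on this scale. Gene lists were compared with all other genes by camera, at a preset correlation of 0.01 between genes and again with the correlation estimated from the arrays, adjusted over the 23 lists. The second form estimates the correlation and tests on the few degrees of freedom that 4 arrays leave, so that hardly any list can pass it. The methods of the paper name SAM with a q-value, whose software was not used here; its statistic was rebuilt from its published form, with all 6 orders of the genotype labels. With 2 arrays per genotype the number of arrays limits the precision, and the signal over background was read against 70 negative control probe sets. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The limma, SAM and list steps were tested on simulated data with known changes.

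The tests, the gene lists, the rule for named genes and most of the alternatives were fixed before the data were examined, although the values of Table S3 had been seen in the paper. The rule named every probe set that passed the test and, as only 1 did, the probe sets with the largest changes at an unadjusted p under 0.001; the genes of Tables S3 and S4 and a fixed set of genes that the paper discusses; and up to 4 genes of each list with the smallest p. *CG16711*, *CG13428*, 2 probe sets shared between genes, the neighbours of *nsr*, *ARY* and *Pp1-Y2* fall outside it and were chosen after their values were seen. The gene lists cover the *kep1* family, Y-linked genes, axonemal dynein chains off the Y, sperm individualization, spermatids, spermatocytes and meiosis, and early germline. Others cover somatic cells of the testis, muscle, accessory gland, ejaculatory duct and bulb, fat body, cuticle, pigment, and cleavage and polyadenylation. The rest cover ribosomal proteins, chromosome 4, heat shock, antimicrobial peptides, and the genes of Tables S3 and S4 listed as lower and as higher.

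The alternatives were a pseudocount of 1 or 64, arrays centred on their medians, quantile and loess normalization, leaving out probe sets below the median or the 25th percentile of level, an intensity trend in the prior of limma, the rebuilt SAM, an unmoderated test per probe set, the replicate number as a block, leaving out each array in turn, and all probe sets of a gene in place of 1. No pseudocount, and leaving out probe sets whose mean is not above the highest negative control, alone or with quantile normalization, were added after seeing the data. The RNA-Seq, real-time PCR and RT-PCR measurements of the paper were not analysed here, apart from the genes and fold changes printed in Table S4.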

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

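The counts of signals on single arrays at the end of this part was chosen only after the result was seen. Beyond the genes of Table S3, 6 probe sets differed at least 2-fold in group means, with both mutant arrays on one side of both WT arrays and the brighter genotype above the negative controls on both of its arrays. None of them passed the test in the setting reported, and no explanation is offered for them. All 6 were called with either filter on level. With these filters the test rests mostly on a spread pooled over probe sets, so that it hardly sees disagreement between the 2 arrays of a genotype. In the setting reported *CG13428*, for example, had an unadjusted p of 0.0875 from limma. *CG34217*, *CG13428*, the probe set without a gene name and 1 of the shared probe sets were also called with array medians centred. The rebuilt SAM called *CG34217* and the probe set without a gene name. *CG34217* was higher in the mutant, at intensities of 45.0 and 27.7 against 4.49 and 2.96 in WT (log2 fold change 1.39, at least 4.02-fold). *CG16711* was lower, at 40.2 and 41.1 against 84.7 and 120 (log2 fold change -1.05). A probe set without a gene name was lower, at 10.96 and 17.3 against 48.6 and 46.4 (log2 fold change -1.08). *CG13428* was lower (log2 fold change -1.68), at 0.48 and 4.04 against 9.40 on WT 1 and 117.9 on WT 2, so that a single array makes most of the difference. Of 2 probe sets shared between several genes, the first (log2 fold change -1.51) had 22.2 and 25.5 in the mutant against 44.5 on WT 1 and 196.0 on WT 2, and the other (log2 fold change -1.12) had 61.9 and 74.7 against 333.3 on WT 1 and 79.4 on WT 2. Over the whole array, 9 probe sets were at least 2-fold above the other 3 arrays on WT 2, 2 on WT 1, 1 on *nsr* mutant 1 and 0 on *nsr* mutant 2, while 6 were at least 2-fold below the other 3 arrays on *nsr* mutant 1 and 0 on each of the others.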

How the results depend on the processing

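The settings with no pseudocount, those that leave out probe sets not above the negative controls, and all settings for the differences between arrays of one genotype were chosen only after the result was seen. The number of called probe sets was 1 in limma, 0 with a pseudocount of 1, with an unmoderated test per probe set and without any 1 of the 4 arrays, 2 with loess, 3 with quantile normalization (1 higher and 2 lower), 4 with an intensity trend in the prior, 11 with the rebuilt SAM, 111 with array medians centred (37 higher and 74 lower), and 120 and 137 without probe sets below the median and the 25th percentile of level. Of these calls 12 with medians centred, 13 with each of these filters and 8 with SAM were at least 2-fold, and all in the other settings. It was 122 (13 at least 2-fold) without probe sets not above the negative controls, and 7 (6 at least 2-fold) when those left were also quantile normalized. The prior of limma had 2.79 degrees of freedom on all probe sets, 24.4 with medians centred, and no finite limit without the probe sets at background, with a prior SD of 0.117, 0.135 and 0.182. Filters on level leave each log2 fold change as it was, so that their added calls came from the changed prior and the smaller number of tests. The spread of a single probe set then counts for little. What moved the number of calls with medians centred was not tested. Genes of Table S3 passed in number 1 in limma, 0 with a pseudocount of 1, without any 1 array or with no pseudocount, 2 with loess, 3 with quantile normalization, 4 with the trend, 11 with either filter on level and 12 with medians centred. The count at least 2-fold in means went from 13 to 1264 with a pseudocount of 1, to 3 with 64, and to between 14 and 43 without 1 array; for genes of Table S3, the shared probe set not counted, it went from 7 to 11 with a pseudocount of 1 or none and to 3 with 64. Between arrays of one genotype, 32 differences of at least 2-fold became 5023 with a pseudocount of 1 and 5 with 64. The *nsr* log2 fold change was -4.39 with a pseudocount of 1 (adjusted p = 0.346 from limma) and -4.44 with none (adjusted p = 0.426 from limma). It did not pass in these settings, where the cause was not tested. Without 1 array it was from -3.70 to -3.85, and the call was lost in these fits, where 1 genotype has a single array. In the other limma settings *nsr* passed. With the replicate number as a block 2 probe sets were called, *nsr* and *Cpr66Cb*, both at least 2-fold and both in Table S3, and adjusted over the list alone 5 Y-linked genes and 17 of Table S4 passed as lower and 2 muscle genes as higher. Without probe sets not above the negative controls the counts over the list alone were 5 lower for Y-linked genes and 20 for Table S4, or 3 and 13 with quantile normalization as well. Same-numbered arrays deviated together with a correlation of 0.15 over all probe sets and 0.11 over those above the negative controls, in 2 pairs only, so that the numbers are not shown to pair the arrays. Among 56 named genes and 726 values, 640 kept their direction and side of the threshold, 81 passed the threshold in an alternative and 5 turned, all of genes near 0: *RpL32* (-0.012 without *nsr* mutant 1 to 0.082 without *nsr* mutant 2), *kep1* (*qkr58E-3*, -0.029 without WT 1 to 0.424 without WT 2), *CG3927* (-0.00791 without *nsr* mutant 2 to 0.206 without *nsr* mutant 1) and *CG4021* (-0.078 without WT 1 to 0.175 without WT 2, and -0.03 without *nsr* mutant 2). Of 126 values for the 9 lists that passed camera, 118 kept their call and 8 lost it. The number of lists that passed stayed between 6 and 12, and was 0 with an estimated correlation. Antimicrobial peptides lost their call at an estimated correlation of -0.01, below the preset 0.01. Such a loss therefore need not come from correlation between genes, as that form tests on few degrees of freedom. Of the 36 genes of Table S4, 27 to 33 had the same direction in each setting. The other 2 divisions of the 4 arrays into pairs gave 2 and 2 probe sets at least 2-fold apart, against 13 for the genotypes, and are too few for a share under 0.05. Signal over background limits the dim genes, since 34.9% of the probe sets were at background on every array.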

Differences from the paper's values

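The settings with no pseudocount and those that leave out probe sets not above the negative controls were chosen only after the result was seen. Table S3 of the paper gives *CG3875* (*nsr*) a fold change of -3.30. Here it was -13.7, on the log2(intensity + 16) scale, and -6.88 to -21.0 over the alternatives set before the data were examined, all of which differ from the value of the paper. It was -21.8 with no pseudocount. For *drm* the paper gives 2.39, and the value here was 1.59. Among the alternatives set before the data were examined it fell within 1.5 times that of the paper with a pseudocount of 1 (2.50), with array medians centred (1.67), with quantile normalization (1.65), with loess (1.67), without *nsr* mutant 1 (1.60) and without WT 1 (1.68). It did not with a pseudocount of 64 (1.20), with the filters on level, the trend in the prior or the replicate block (1.59 in each), without *nsr* mutant 2 (1.58) or without WT 2 (1.51). With no pseudocount it was 2.67. The folds of the other 12 entries of Table S3 did not differ from those of the paper by these criteria, but some did in an alternative. With a pseudocount of 64 these were *Cpr66Cb* (-2.58 against -4.50 in the paper), *CG5863*, *salm*, *CG12661*, *CG4267*, *Npc2d*, *fln* and the shared probe set, all nearer to no change than in the paper. With a pseudocount of 1 *CG12661* was at 8.52 against 3.48 in the paper, and with no pseudocount it was at 10.1 and *Cpr66Cb* at -6.81. *CG12661* was not above the negative controls on either WT array, so the exact size of its fold cannot be determined. *salm* also differed with array medians centred, quantile normalization and loess and without *nsr* mutant 1 or WT 2, the shared probe set with loess, and *fln* without WT 1.

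The paper gives 14 genes changed at least 2-fold at a q-value cutoff of 0.01. Here 1 probe set was called at least 2-fold apart, at an adjusted p of 0.05 in limma. Of the alternatives set before the data were examined, the count came within 1.5 times that of the paper with array medians centred (12, of which 7 are in Table S3) and without probe sets below the median or the 25th percentile of level (13 in each, of which 7 are in Table S3). It did not with the rebuilt SAM at the q-value cutoff of the paper (8, of which 6 are in Table S3), a pseudocount of 1 (0) or 64 (1), quantile normalization (3), loess (2), the trend in the prior (4), the unmoderated test (0), the replicate block (2) or without any 1 array (0). Leaving out probe sets not above the negative controls, chosen after seeing the values, gave 13, of which 7 are in Table S3; of the other 7 entries of the paper, *CAH9*, *CG5863*, *Npc2d* and *drm* were called but less than 2-fold apart on the log2(intensity + 16) scale, and *salm*, *fln* and the shared probe set were not called. With quantile normalization as well it gave 6. The paper lists 5 genes as higher, and here 3 probe sets were at least 2-fold higher in group means, 2 of them in Table S3. The count came within 1.5 times that of the paper with array medians centred, quantile normalization and loess (4 each) and without 1 array (4 to 7). It did not with a pseudocount of 1 (438) or 64 (0), and stayed at 3 with the filters on level, the trend, SAM, the unmoderated test and the block. With no pseudocount it was 1226, with probe sets not above the negative controls left out 3, and with quantile normalization of those left, chosen after seeing the values, 4 (6 of the 14 entries of the paper are then called and at least 2-fold apart). The paper lists 9 genes as lower, and the 10 probe sets here became 826 with a pseudocount of 1, 3 with 64, 38 without *nsr* mutant 2 and 27 without WT 1. All 14 entries had the direction that Table S3 gives. The genes of Table S3 that limma called in an alternative and not in the setting reported were *Cpr66Cb* (medians centred, quantile, loess, both filters, trend and block), *CG12661* (medians centred, quantile, both filters and trend), *ana* (medians centred, both filters and trend), *CG3604*, *CG4267*, *CG5863*, *CG6055*, *CAH9*, *Npc2d* and *drm* (medians centred and both filters) and *fln* (medians centred).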

Other observations

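Of the tests in this part, those on the overall scale of the arrays and on *nsr* mutant 1 for the genes of Table S4, the one on RNA quality, and the test of direction against the share of all genes, were chosen only after the result was seen.

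Tissues other than the germ line were read through the remaining lists, and no gene in them passed the test over all probe sets. Hardly any list could pass camera with an estimated correlation on 4 arrays. Of 18 muscle genes, *fln* and *Act88F*, the actin of the indirect flight muscles, had log2 fold changes of 0.53 and 0.80, while *Act87E* had -0.37. The list had a median of 0.03 (adjusted p = 0.0115 from camera, adjusted p = 0.837 with an estimated correlation, and adjusted p = 0.732 without *nsr* mutant 2), and no member passed when adjusted over the list alone. Of 15 accessory gland genes, 2 were above the negative controls on all 4 arrays, and the list had a median of 0.11 (adjusted p = 0.00211 from camera, and adjusted p = 0.837 with an estimated correlation); with only probe sets above the median level its median was -0.04 (adjusted p = 0.748), and without *nsr* mutant 2 it was -0.04 (adjusted p = 0.0576). Of 6 antimicrobial peptide genes, 2 were above the negative controls on all 4 arrays, with a median of 0.16 (adjusted p = 0.00211 from camera, adjusted p = 0.533 with an estimated correlation, and adjusted p = 0.417 without *nsr* mutant 1); *CecB* had 0.33 and *Drs* 0.19. The 41 ribosomal protein genes had a median of 0.03 (adjusted p = 0.00506 from camera, adjusted p = 0.837 with an estimated correlation, and adjusted p = 0.552 without *nsr* mutant 1) against -0.06 for all genes. The 34 genes of chromosome 4 had a median of -0.18 (adjusted p = 0.00848 from camera, adjusted p = 0.837 with an estimated correlation, adjusted p = 0.473 without *nsr* mutant 1, and adjusted p = 0.0547 with a pseudocount of 64), and *MED26*, *Cals* and *4E-T* among them had -0.93, -0.71 and -0.68. These 3 are among 9 of the 34 that Table S4 also lists as lower, so that the lists are not independent, and the other 25 had a median of -0.13. The chromosome 4 genes have a median span of 10892.5 bases, against 2256.5 for all genes. Among the lists that lay higher it is 1073 for ribosomal proteins, 646 for accessory gland and 441 for antimicrobial peptides, but 4702 for muscle. Adjusted over the list alone, none of the members of these 5 lists passed. With array medians centred 5 genes of chromosome 4 passed as lower and 2 each of muscle, accessory gland and antimicrobial peptides as higher. For chromosome 4 there were 6 and 5 with the filters at the median and the 25th percentile of level. Muscle had 2 with either filter and with the mean of all probe sets of a gene, and 1 with quantile normalization, loess and the trend. Accessory gland had 1 with the filter at the 25th percentile, and antimicrobial peptides 1 with either filter. Fits without 1 array are left out of these counts. No ribosomal protein gene passed in any setting. The 14 genes of cleavage and polyadenylation, the process of CstF-64, had a median of -0.11 (adjusted p = 0.356 from camera), and *Cpsf5* at -0.65 was the 1 to pass when adjusted over the list alone, with *Cpsf6* at -0.39 and *Cpsf73* at -0.33. No gene of this list passed with a pseudocount of 1, with quantile normalization, with loess or without any 1 array. Of 102 cuticle protein genes 20 were above the negative controls on all 4 arrays, with a median of -0.05 (adjusted p = 0.969 from camera), and 1, *Cpr66Cb*, was lower when adjusted over the list alone. None was with a pseudocount of 64 or without WT 2, while 3 were lower and 2 higher with array medians centred, 4 lower and 2 higher with the filter at the median level and 3 lower with the filter at the 25th percentile. The lists of the ejaculatory duct and bulb (4 genes, median -0.10, adjusted p = 0.969), fat body (8 genes, median -0.02, adjusted p = 0.455), pigment (10 genes, median -0.04, adjusted p = 0.455) and heat shock (4 genes, median -0.02, adjusted p = 0.703) did not pass camera, and none of their members passed when adjusted over the list alone.

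Further genes with an unadjusted p under 0.001 that missed the threshold were *CAH5*, a carbonic anhydrase, with intensities of 278 and 234 in the mutant and a log2 fold change of -0.92, *CG12645* at -0.90, and 2 unnamed probe sets at -0.96 and -0.89. *Cyp6d2*, a cytochrome P450 gene that lies next to *nsr* in the gene table of release 6, had 29.4 and 37.9 in the mutant against 11.7 and 16.3 in WT, a log2 fold change of 0.72 (adjusted p = 0.690 from limma). *CG3746*, its neighbour on the other side, had 0.29.

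The genes that the RNA-Seq of the paper lists as lower in the mutant (Table S4) had lower values on the mutant arrays as well. The methods of the paper give the RNA-Seq its own RNA extraction, from flies of a narrower age range than those of the arrays. Of the 43 genes of Table S4, 36 have a probe set of their own, and 32 of these had the direction of Table S4, 29 of 30 listed as lower and 3 of 6 listed as higher (exact sign test against a chance of 0.5, two-sided, p = 1.94e-06). Of all genes 65.2% had lower values in the mutant, and from this share 21.7 of the 36 would have the direction of Table S4 (exact test, one-sided, p = 1.02e-04). Genes are not independent replicates. None passed over all probe sets. Adjusted over the list alone none of the 30 passed, but 18 did as lower with array medians centred, 20 with either filter on level and 8 with an intensity trend in the prior. The count was 0 with quantile normalization, loess and either other pseudocount. Fits without 1 array are left out of these counts for the 30, as a single array cannot show the spread of its genotype. Of the 6 listed as higher *CG13947* passed over the list alone in the other direction, at -0.49 (list median 0.01, adjusted p = 0.518 from camera), and none was lower with a pseudocount of 1, quantile normalization, the trend or any array left out, while with array medians centred 1 was lower and 1 higher. The 30 genes had a median of -0.47 (adjusted p = 1.43e-09 from camera, and adjusted p = 0.837 with an estimated correlation), and 20 of the 30 had both mutant arrays below both WT arrays. The folds of the arrays and of Table S4 correlated across the 36 genes (Spearman 0.455, Pearson 0.559), but within the 30 listed as lower the Spearman correlation was 0.188 (permutation p = 0.327). *CG5122*, *CG2861*, *w-cup* and *Mst33A* had -0.92, -0.88, -0.60 and -0.48, and *e*, listed as higher, had 0.32. The 30 genes have a median span of 9048 bases in the 28 for which one is known, against 2257 for all genes, and 29 of 30 were lower on *nsr* mutant 1 than on *nsr* mutant 2. Of the 30, 5 are in the Y-linked list and 9 in the chromosome 4 list.

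Technical explanations were set against an effect of the genotype for this pattern. A general difference of scale between the arrays was examined by quantile normalization, after which the list still lay 0.38 below all genes (difference -0.383). With a pseudocount such a difference moves bright genes more than dim ones. The median log2 fold change was -0.04 over all probe sets and -0.08 over those above the median level. A comparison with all genes therefore removes it only in part before normalization. Quantile normalization gives the arrays a common distribution, and the list still lay below all genes by more than the spread (0.0474). This argues against a difference of scale alone for this list. For a general loss of signal from long genes, the list was set beside 10000 random lists matched on level and gene span. Their medians went down to -0.30 and in 0% of cases reached the median of the list, -0.48. The list thus lay lower than other genes of like span. Random lists do not carry the correlation between members of this list, estimated by camera as 0.86. Span is that of the gene and not of the transcript, so a loss that follows transcript length is not decided. Whether the pattern rests on *nsr* mutant 1 alone cannot be told apart. With *nsr* mutant 2 against both WT arrays the list lay at -0.156 relative to all genes (spread 0.0591). This is between the bounds of -0.1 and -0.2 set for the test, and with *nsr* mutant 1 the list lay at -0.642. As each value uses 1 mutant array, the spread cannot measure the difference between mutant samples. An effect of the genotype that differs in size between the samples, and a difference in quality or stage of the *nsr* mutant 1 sample, both stay open.

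Probe sets of long genes had lower values on the mutant arrays. Over 8626 genes above the negative controls, the Spearman correlation of the log2 fold change with the span of the gene was -0.275, across genes, and the median log2 fold change was -0.01 in genes that span up to 1309 bases and -0.15 in those that span 4858 or more. The correlation was 0.01 between the 2 mutant arrays and -0.08 between the 2 WT arrays. An origin in *nsr* mutant 1 alone is argued against. For *nsr* mutant 2 the correlation was -0.272 against WT 2 and -0.198 against WT 1 (spread 0.0111), where mutant 1 alone needs a value above -0.1. With 1 array on each side, this spread cannot measure the difference between samples. For *nsr* mutant 1 the correlation was no stronger, at -0.229 and -0.184. The value of -0.198 falls just short of the stricter bound of -0.2 set beforehand. A link between gene length and signal level is argued against, as the correlation lay below -0.2 in 4 of 5 equal groups of genes by level. Poorer RNA in the mutant samples stays open. Of 4 controls with 5′ and 3′ probe sets, 2, both of actin, had lower ratios of 5′ to 3′ signal on both mutant arrays than on both WT arrays. The ratios of GAPDH and eIF-4a overlapped between the genotypes. An effect of the genotype on long genes also stays open, as it was not tested separately from RNA quality. The span of the gene was used here and not the length of its transcript.

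The flight muscle genes *fln* and *Act88F* were both higher on both mutant arrays. A general difference of scale between the arrays is argued against, as it ran the other way. Over all probe sets the median log2 fold change was -0.04. Quantile normalization tends to raise such genes, and with it the smaller of the 2 log2 fold changes went from 0.53 to 0.61. The normalization is therefore no independent test. Muscle carried over with the dissected testes cannot be told apart from a change of expression. Of 15 other muscle genes above the negative controls, 1 lay higher on both mutant arrays, and their median log2 fold change was 0.03. These values met the bound set beforehand for excluding carry-over, but that bound was too weak, because testes have a muscle sheath of their own, whose transcripts could hide a small amount of other muscle in the members that it shares, and because the 1 gene that lay higher, *TpnC4*, is itself a flight muscle gene (log2 fold change 0.30). Chance among the 18 muscle genes also stays open, as neither gene passed the test.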
